# Mediator kinase inhibitors suppress triple-negative breast cancer growth and extend tumor suppression by mTOR and AKT inhibitors

**DOI:** 10.1073/pnas.2414501121

**Published:** 2024-11-14

**Authors:** Xiaokai Ding, Jiaxin Liang, Amanda C. Sharko, Thomas A. Hilimire, Jing Li, Jürgen Loskutov, Zachary T. Mack, Hao Ji, Gary P. Schools, Chao Cai, Elena N. Pugacheva, Mengqian Chen, Igor B. Roninson, Eugenia V. Broude

**Keywords:** triple negative breast cancer, CDK8, mediator kinase, mTOR, metastasis

## Abstract

Triple-negative breast cancers (TNBC) are treated primarily by chemotherapy and lack clinically validated therapeutic targets. In particular, inhibitors of the PI3K/AKT/mTOR pathway, abnormally activated in many breast cancers, failed to achieve clinical efficacy in TNBC due to the development of adaptive drug resistance, which is largely driven by the transcriptomic plasticity of TNBC. Expression of CDK8/19 Mediator kinases that control transcriptional reprogramming correlates with relapse-free survival and treatment failure in breast cancer patients, including TNBC. We now investigated how CDK8/19 inhibitors affect the growth of TNBC tumors and their response to mTOR and AKT inhibitors. In contrast to the effects of most anticancer drugs, all the tested human TNBC models (including patient-derived xenografts) responded to CDK8/19 inhibitors in vivo even when they did not respond in vitro. Furthermore, CDK8/19 inhibition extended the host survival of established lung metastases in a murine TNBC model, where the primary tumors were not significantly affected. CDK8/19 inhibitors synergized with an mTORC1 inhibitor everolimus and a pan-AKT inhibitor capivasertib in vitro and strongly potentiated these drugs in long-term in vivo studies. Transcriptomic analysis of tumors that responded or became adapted to everolimus revealed that drug adaptation in vivo was associated with major transcriptional changes in both tumor and stromal cells. Combining everolimus with a CDK8/19 inhibitor counteracted many of these changes and induced combination-specific effects on the expression of multiple genes that affect tumor growth. These results warrant the exploration of CDK8/19 Mediator kinase inhibitors as a new type of drugs for TNBC therapy.

## Significance

Transcriptomic plasticity of TNBC promotes metastatic growth and renders these cancers resistant to targeted therapies. Inhibition of CDK8/19 Mediator kinases, pleiotropic regulators of transcriptional reprogramming, inhibits the growth of TNBC tumors, extends the survival of metastatic disease, and strongly enhances tumor suppression by targeted drugs in vivo, suggesting that CDK8/19 inhibitors may achieve a transformative impact on TNBC therapy.

Breast cancers (BrCa) that are negative for estrogen receptor (ER), progesterone receptor, and HER2 are broadly classified as triple-negative breast cancer (TNBC). TNBCs are highly metastatic and lack clinically validated therapeutic targets; their treatment is still based largely on conventional chemotherapy, which is toxic and rarely curative. Many targeted drugs and immunotherapies are undergoing clinical trials but have not yet shown a clear benefit for TNBC, except for PARP and checkpoint inhibitors that benefit a small number of patients (1, 2). In particular, while the PI3K/AKT/mTOR signaling pathway is overactivated in at least half of TNBCs, inhibitors of this pathway have not shown clinical efficacy in TNBC trials (3). The key obstacle to achieving sustained therapeutic efficacy is the development of treatment resistance. It is now understood that the transcriptomic plasticity of tumor cells promotes therapy resistance via nongenetic (transcriptional) adaptation to treatment (4). The transcriptomic plasticity also enables the metastatic growth and its associated resistance of metastatic cells to different therapies (5). As a result, many drugs, while efficacious against primary tumors, have no effect in a metastatic setting (6). A therapeutic strategy aimed at transcriptomic plasticity per se could have a critical impact on the treatment of metastatic disease and the prevention of the adaptive drug resistance.

A novel class of anticancer drugs under clinical development target CDK8 and CDK19 Mediator kinases (clinicaltrials.gov NCT03065010, NCT04021368, NCT05052255, NCT05300438). CDK8 and its paralog CDK19 are alternative enzymatic components of the kinase module that binds to and regulates the transcriptional Mediator complex. This module also includes Cyclin C (CCNC, the binding partner of CDK8/19) as well as proteins MED12 and MED13 (7). Mediator kinases regulate transcription both positively, by potentiating signal-induced gene expression, and negatively, via posttranscriptional downregulation of Mediator complex subunits (8). CDK8/19 have been identified as broad-spectrum regulators of transcriptional reprogramming (8–11). By suppressing transcriptional reprogramming, CDK8/19 inhibitors (CDK8/19i) showed a unique ability to suppress the growth of metastases preferentially to primary tumors, as reported for colon cancer (12). In addition to their effects on tumor cells, CDK8/19i suppress tumor-promoting paracrine activities of stromal fibroblasts (13) and stimulate tumor surveillance by NK cells (14) and effector T cells (15). CDK8/19i were also found to prevent or reverse resistance to different classes of anticancer agents (13, 16–18).

In the context of BrCa, CDK8/19i were found to inhibit tumor growth, prevent the development of estrogen independence and potentiate antiestrogens in ER-positive BrCa (19). CDK8/19i also suppress tumor growth and prevent and reverse resistance to HER2-targeting drugs in HER2-positive BrCa (20). In the case of TNBC, it was reported that a CDK8/19i inhibited in vitro proliferation of a single TNBC cell line (21), but another study concluded that only CDK8 knockdown but not CDK8/19i exerted anticancer effects suggesting that such effects were kinase-independent (22). However, we have found in the present study that different selective Mediator kinase inhibitors suppress the growth of TNBC tumors, extend the survival of metastatic disease, and potentiate drugs targeting mTOR and AKT, preventing, at least in some cases, the tumor adaptation to therapy. These results warrant the exploration of CDK8/19i as a new type of drugs for TNBC therapy.

## Results

### CDK8/CDK19/CCNC Correlations with Survival and Therapy Failure in TNBC Patients.

We have used KMplotter (23) to analyze survival correlations of gene expression of CDK8, CDK19, and their binding partner CCNC using microarray data from 846 BrCa patients that were negative for ER and HER2 (an approximation of TNBC). The expression of CDK8 and CDK19 (but not of CCNC) correlated in such patients with shorter relapse-free survival (RFS), but the RFS correlations for CDK8 and CDK19 became much stronger and also emerged for CCNC when the analysis was restricted to 466 patients known to have received systemic therapy following sample collection (Fig. 1). Hence, Mediator kinase expression impacts the survival of TNBC patients most likely by influencing the outcome of therapy, as previously concluded by the same analysis for ER+ and HER2+ BrCa (19, 20). Interestingly, RNA-Seq data from normal breast tissues and clinical samples of ER+ BrCa, HER2+ BrCa, and TNBC showed that the expression of CDK8, CDK19, and CCNC was the highest in TNBC (*SI Appendix*, Fig. S1*A*). Cancer Cell Line Encyclopedia (CCLE) data analysis showed that RNA expression of CDK8 (but not of CDK19 or CCNC) was significantly higher in TNBC cell lines than in cell lines from other subtypes of BrCa (*SI Appendix*, Fig. S1*B*). RNA and protein expression for these genes was positively correlated in the CCLE database, with the best correlation seen for CDK8 (*SI Appendix*, Fig. S1*C*).

**Fig. 1.**
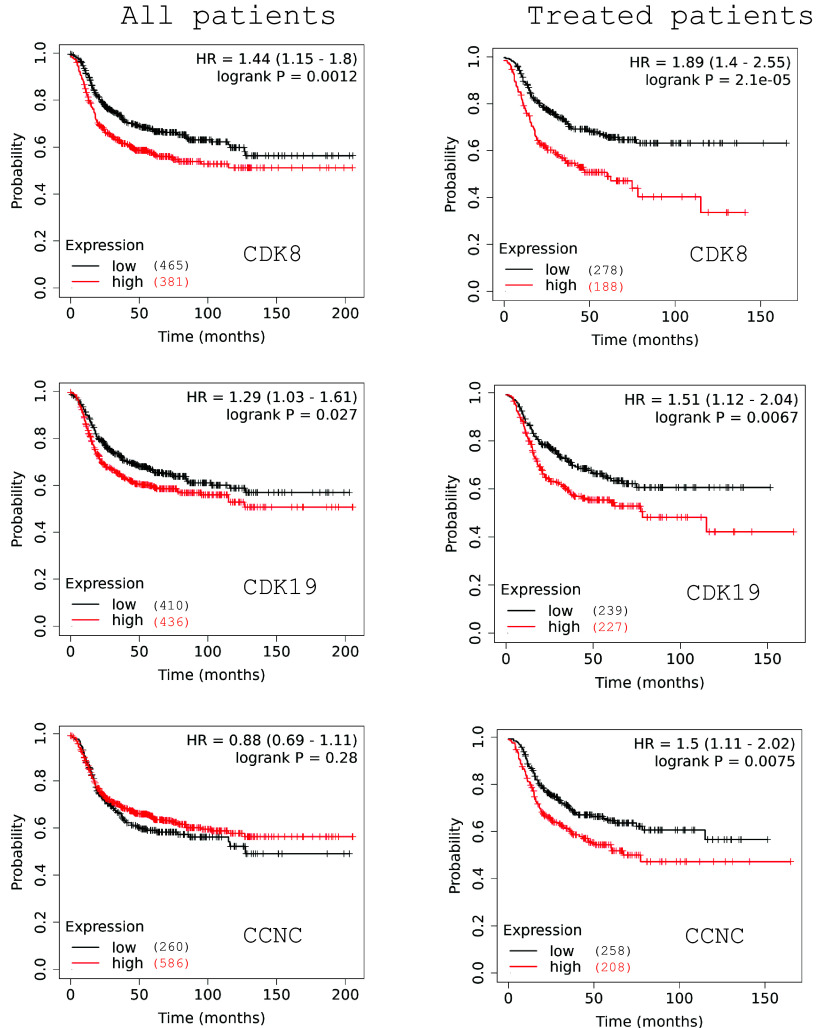
Correlations of CDK8, CDK19, and CCNC RNA expression with Relapse Free Survival in microarray data (KMplot.com) from 846 patients classified as ER- and HER2- according to microarray signals (*Left*) and from 466 patients from the same group who received therapy after sample collection (*Right*).

### Effects of a CDK8/19 Inhibitor Alone and in Combination with mTOR and AKT Inhibitors on TNBC Cell Proliferation In Vitro.

To determine whether CDK8/19 kinase activity affects TNBC cell proliferation in vitro, we measured the effects of 7-day treatment with a selective CDK8/19i SNX631 (20) on the proliferation of six human and one murine TNBC cell lines. The responses of these cell lines to the CDK8/19i together with their doubling times are shown in Fig. 2*A*. While most of the human cell lines (MDA-MB-468, HCC-70, HCC-1937, MDA-MB-436, and BT-549) showed variable inhibition by SNX631, the compound had no effect in MDA-MB-231 and murine 4T1 cells.

**Fig. 2.**
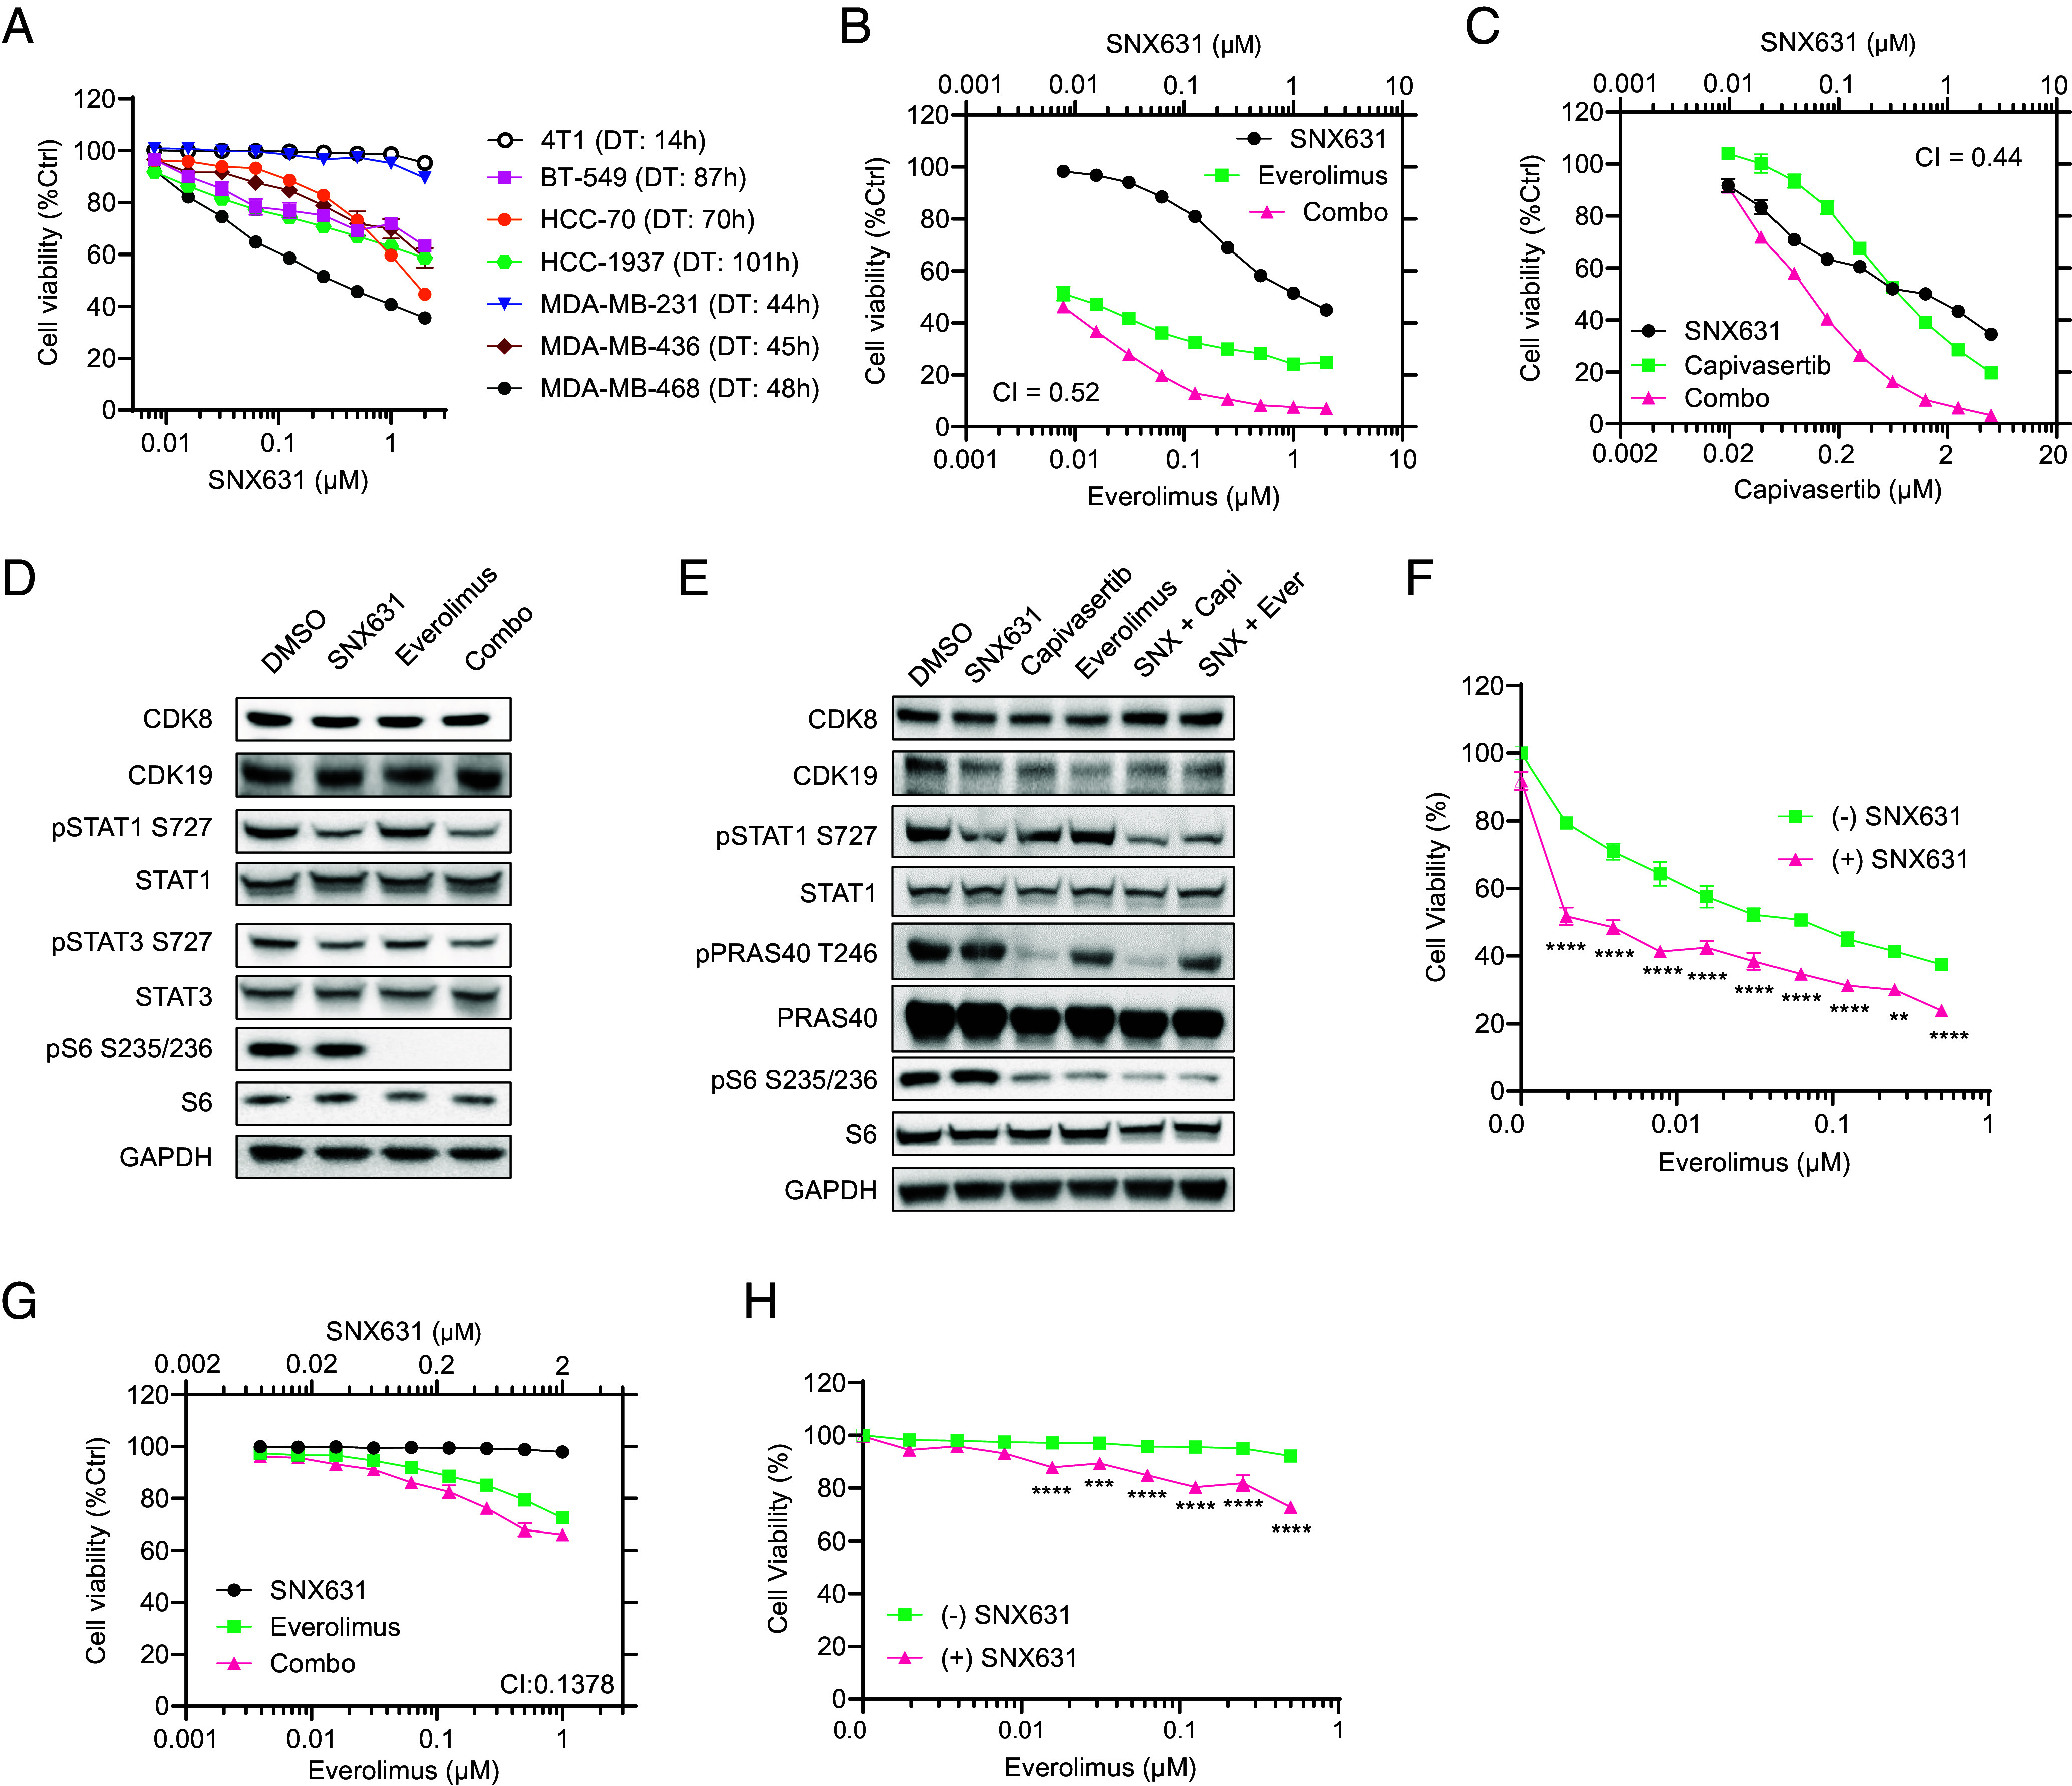
Effects of CDK8/19i SNX631 and its combinations with everolimus and capivasertib on TNBC cell lines in vitro. (*A*). Effects of different concentrations of SNX631 on the number of viable cells of the indicated TNBC cell lines after 7-d incubation, expressed as percent SRB measurements relative to untreated cells, mean ± SEM (n = 6). DT: doubling time. (*B* and *C*) Effects of different concentrations of SNX631, everolimus (*B*) or capivasertib (*C*) and their fixed-ratio combination with SNX631 on MDA-MB-468 cell number in a 7-d assay. Combination indices (CI) are shown. (*D* and *E*). Western blot analysis of the indicated proteins and their phosphorylated forms in MDA-MB-468 cells after 6-h (*D*) or 48-h (*E*) treatment with DMSO (control), 500 nm SNX631, 10 nM everolimus, 1 µM capivasertib, or their indicated combinations. (*F*). Effects of different concentrations of everolimus, with or without 500 nM SNX631, on BT549 cells in a 7-d assay. *P*-values: ****P < 0.0001; **P < 0.005 (*G*). Effects of different concentrations of SNX631, everolimus, and their fixed-ratio combination on MDA-MB-231 cells in a 7-d assay; CI value is shown. (*H*). Effects of different concentrations of everolimus, with or without 500 nM SNX631, on 4T1 cells in a 7-d assay. *P*-values: ****P < 0.0001; ***P < 0.0005.

Since SNX631-responsive MDA-MB-468 cells are PTEN-deficient and carry a PI3KCA mutation, we asked whether CDK8/19 inhibition would improve the response of these cells to mTOR and AKT inhibitors, by conducting synergy analysis of these inhibitors using the Combination Index (CI) method of Chou-Talalay (24), at fixed concentration ratios with SNX631. MDA-MB-468 cells were responsive to an mTOR (mTORC1) inhibitor everolimus and a pan-AKT inhibitor capivasertib. Combining these inhibitors with SNX631 led to a strong synergistic effect, as indicated by CI < 1 and the increase in the maximal cell growth inhibition relative to individual drugs (Fig. 2 *B* and *C*). CI analysis was validated by another experiment using arrays comprising different concentrations of SNX631 and everolimus and analyzing the data using SynergyFinder (25) that evaluates synergy based on four other mathematical and statistical models. All four models indicate statistically significant synergy scores for the drug combination (*SI Appendix*, Fig. S2).

We then asked whether the synergy of CDK8/19 and AKT/mTOR inhibitors could result from synergistic inhibition of the corresponding kinases. In one set of immunoblotting assays (Fig. 2*D*), MDA-MB-468 cells were treated with DMSO (control), SNX631 (500 nM), everolimus (10 nM), or their combination for 6 h. In the other set (Fig. 2*E*), cells were treated for 48 h using the same drugs as well as capivasertib (1 μM) and a combination of capivasertib and SNX631. Western blotting was carried out for CDK8, CDK19, and for both total and S727-phosphorylated STAT1 and STAT3; STAT phosphorylation is exerted directly (but not exclusively) by CDK8/19 (26, 27). Everolimus and capivasertib, by themselves or in combination with SNX631, had no apparent effect on CDK8 or CDK19 levels and did not potentiate the inhibition of STAT1 or STAT3 phosphorylation by SNX631 (Fig. 2 *D* and *E*). On the other hand, mTOR and AKT inhibitors suppressed the phosphorylation of ribosomal protein S6 at S235/236, and capivasertib inhibited the phosphorylation of the AKT target pPRAS40, but neither of these effects were noticeably affected by the addition of SNX631 (Fig. 2 *D* and *E*). Hence, the observed synergy between AKT/mTOR and CDK8/19 inhibitors does not appear to reflect synergistic inhibition of the corresponding kinases and is more likely to be driven by the transcriptional effects of Mediator kinases, as shown for other CDK8/19i drug combinations in vitro (11, 17–20).

Among the cell lines that showed in vitro response to the CDK8/19i alone (Fig. 2*A*), BT-549 cells are PTEN-deficient. We have investigated whether the addition of SNX631 at 500 nM concentration (which decreases BT-549 cell number by only 8.1% after 7 d) would affect BT-549 response to everolimus. As in the case of MDA-MB-468, the CDK8/19i increased the effect of everolimus at all tested drug concentrations (Fig. 2*F*).

We also tested the effects of everolimus and its combination with SNX631 in MDA-MB-231 and 4T1 TNBC cell lines that do not respond to the CDK8/19i (Fig. 2*A*) and have no known genetic aberrations in the PI3K/AKT/mTOR pathway. MDA-MB-231 cells showed a moderate response to everolimus that was synergistically increased in a fixed-ratio combination with SNX631 (Fig. 2*G*). On the other hand, 4T1 cells were totally unresponsive to everolimus but showed a moderate but significant response when everolimus was combined with 500 nM SNX631 (Fig. 2*H*), indicating an apparent synergy.

### Effects of CDK8/19 Inhibitors Alone and in Combination with mTOR and AKT Inhibitors on In Vivo growth of Cell Line-based and Patient-Derived Xenograft (PDX) TNBC Models.

We analyzed the effects of SNX631, mTOR inhibitor everolimus, and their combination on in vivo growth of xenografts formed by MDA-MB-468 cells in female NSG mice. SNX631 alone showed a moderate but significant effect on MDA-MB-468 tumor growth (Fig. 3*A*). In contrast, everolimus alone completely suppressed MDA-MB-468 xenografts for ~50 d, but all the everolimus-treated tumors eventually started growing exponentially, indicating the adaptation to everolimus (Fig. 3*B*). However, when everolimus and SNX631 were combined, the combination-treated tumors did not resume their growth for the entire 150-d period of the study (Fig. 3 *A* and *B*). Everolimus and SNX631, individually and in combination, were very well tolerated as indicated by the lack of body weight loss (Fig. 3*C*) or other adverse reactions. Similarly, SNX631-6 [an equipotent analog of SNX631 (11)] potentiated the tumor-suppressive effect of the AKT inhibitor capivasertib in MDA-MB-468 xenografts, but since capivasertib did not fully suppress tumor growth, it was not possible to conclude whether the effect of SNX631-6 was due to the prevention of tumor adaptation to capivasertib (Fig. 3*D*). The capivasertib/SNX631-6 combination was also well tolerated (Fig. 3*E*).

**Fig. 3.**
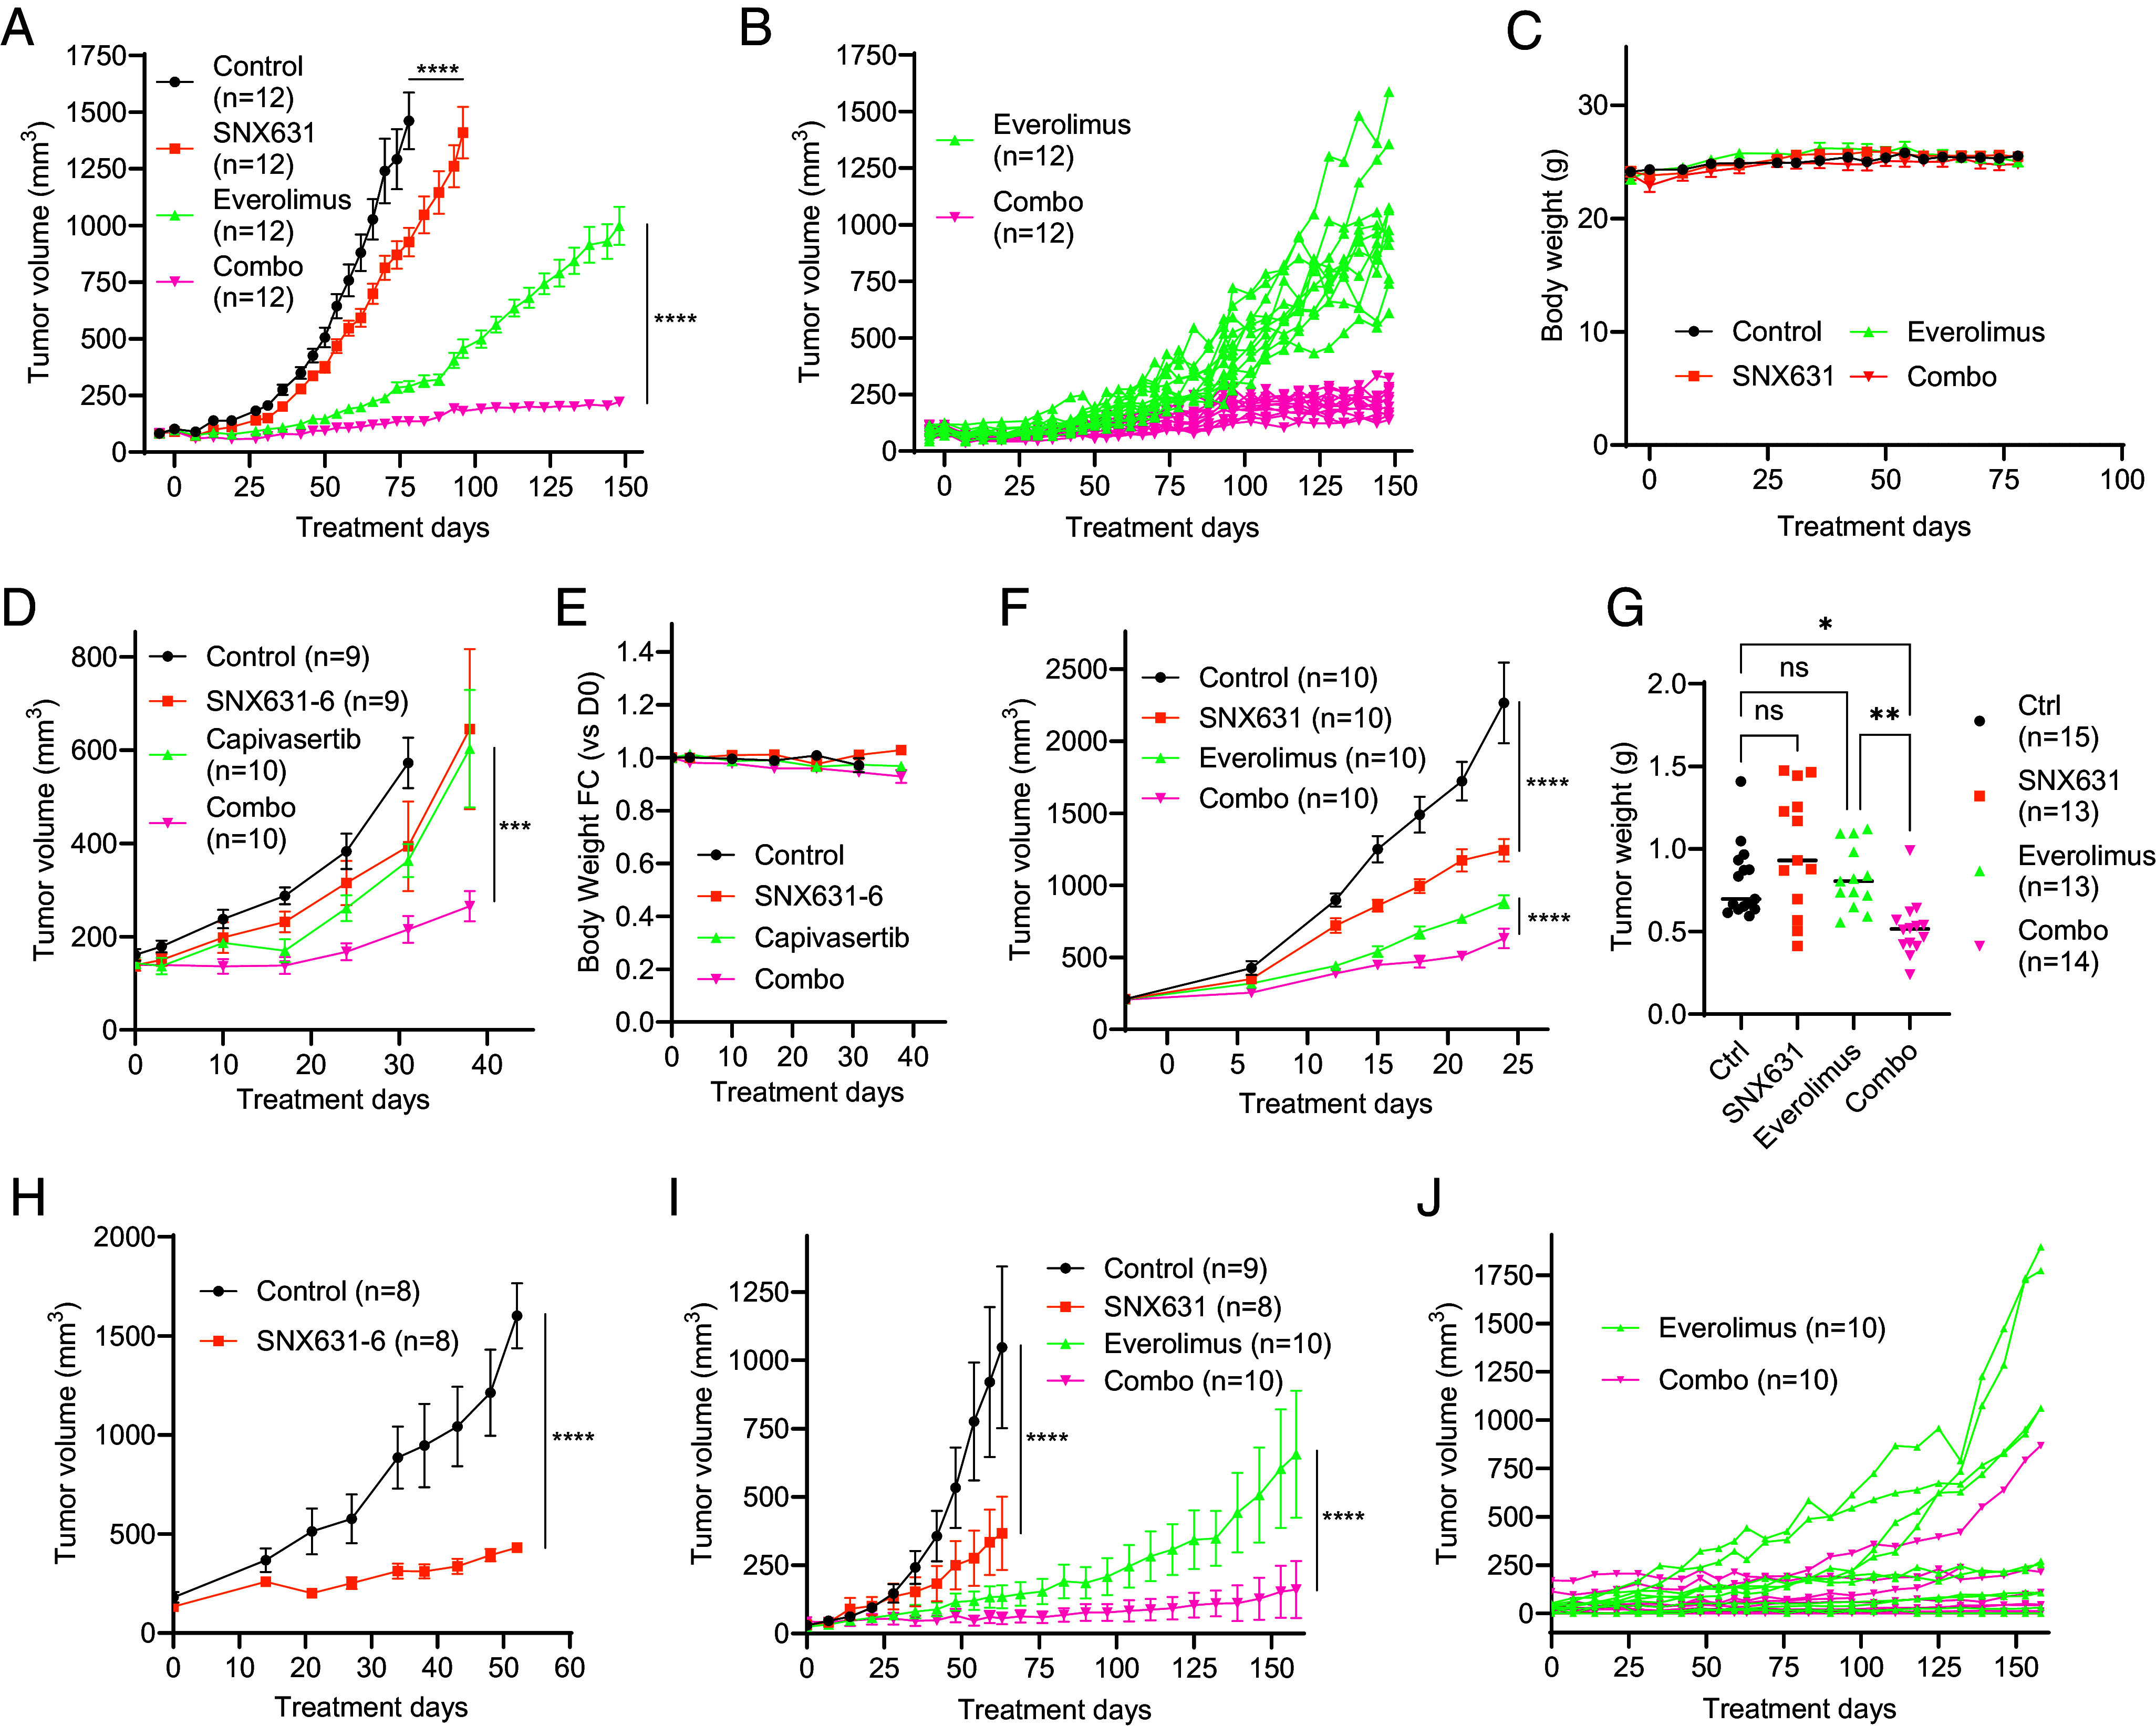
Effects of SNX631 or SNX631-6 and their combinations with everolimus or capivasertib on in vivo growth of different TNBC models. Group sizes (n) are shown in the corresponding labels. Mixed-effects ANOVA with Geisser-Greenhouse correction was performed to compare treatment group differences in all tumor growth comparisons. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05; ns, not significant. (*A*) Tumor growth curves of MDA-MB-468 xenografts in female NSG mice receiving vehicle controls, SNX631-medicated diet (350 ppm), everolimus (2 mg/kg, q.d.), or everolimus+SNX631 combination, mean ± SEM. (*B*) Individual tumor growth curves for the everolimus and combination arms of the study in (*A*). (*C*) Body weight changes for the animals in the study in (*A*), mean ±SEM. (*D*) Tumor growth curves of MDA-MB-468 xenografts receiving vehicle controls, SNX631-medicated diet (350 ppm), capivasertib (150 mg/kg, q.d.), or capivasertib+SNX631 combination, mean ± SEM. (*E*) Body weight changes for the animals in the study in (*D*); mean ± SEM. (*F*) Tumor growth curves of MDA-MB-231 xenografts receiving vehicle controls, SNX631-medicated diet (350 ppm), everolimus (3 mg/kg, q.d.), or everolimus+SNX631 combination, mean ±SEM. (*G*) Final tumor weights of 4T1 syngrafts after 14-d growth in female Balb/c receiving SNX631 (20 mg/kg, b.i.d.), everolimus (5 mg/kg, q.d.), or everolimus+SNX631 combination, evaluated by ordinary one-way ANOVA followed by Sidak’s multiple comparison test. (*H*) Tumor growth curves of PEN_175 PDX receiving vehicle control or SNX631-6-medicated diet (350 ppm), mean ± SEM. (*I*) Tumor growth curves of PEN_061 PDX receiving vehicle controls, SNX631-medicated diet (350 ppm), everolimus (3 mg/kg, q.d.), or everolimus+SNX631 combination, mean ±SEM. (*J*) Individual tumor growth curves for the everolimus and combination arms of the study in (*I*).

We also tested the effects of SNX631, everolimus and their combination on MDA-MB-231 human TNBC xenografts. Although SNX631 had no effect on these cells in vitro (Fig. 2*A*), it produced significant tumor suppression in vivo (Fig. 3*F*). Everolimus had only a modest effect on MDA-MB-231 growth in vitro (Fig. 2*G*) but showed strong tumor growth inhibition in vivo, and the effect of everolimus was increased by the addition of SNX631 (Fig. 3*F*).

We also investigated the effects of SNX631, everolimus and their combination on the growth of 4T1 orthotopic syngrafts in immunocompetent Balb/c mice. In this case, the in vivo effects were concordant with the in vitro results (Fig. 2 *A* and *H*), with neither everolimus nor SNX631 showing a significant effect on the final tumor weights, but the drug combination significantly decreased the size of 4T1 tumors (Fig. 3*G*).

We further analyzed the effects of SNX631/SNX631-6 on the growth of two patient-derived xenograft (PDX) models of TNBC, PEN_175, and PEN_061 (28). SNX631-6 inhibited PEN_175 growth almost completely (Fig. 3*H*), whereas SNX631 significantly inhibited PEN_061 growth (Fig. 3*I*). We tested the effects of everolimus and everolimus/SNX631 combination in PEN_061 and obtained similar results to the MDA-MB-468 study: strong but temporary inhibition of PDX growth by everolimus alone, followed by apparent adaptation to everolimus that was counteracted by the CDK8/19i (Fig. 3*I*). Four of 10 PEN_061 tumors grew exponentially during the 158-d study after the initial suppression by everolimus, in contrast to just 1 of 10 combination-treated tumors (Fig. 3*J*).

The growth of PEN_175 and PEN_061 orthotopic PDXs was also inhibited by Senexin B, a less potent CDK8/19i which is structurally unrelated to SNX631 (19) (*SI Appendix*, Fig. S3 *A* and *B*). We also measured the effect of Senexin B on the number of circulating tumor cells (CTC) in mouse blood, an early indicator of metastatic spread, and found that the CTC number was strongly reduced by the CDK8/19i (*SI Appendix*, Fig. S3 *C* and *D*).

### Transcriptomic Mechanisms of the Prevention of In Vivo Adaptation to Everolimus by CDK8/19 Inhibition.

Since Mediator kinases function as transcriptional regulators, we have analyzed transcriptomic changes associated with the development of in vivo adaptation to everolimus and the effects of the CDK8/19i in MDA-MB-468 xenografts. In addition to the tumors collected in the long-term (LT) study in Fig. 3*A*, we also collected tumors from a separate short-term (ST) study, after 30 d of treatment with the vehicle and after 38 d of treatment with everolimus, when tumor growth was still suppressed by the mTOR inhibitor (*SI Appendix*, Fig. S4*A*). 

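Both studies used xenografts of MDA-MB-468, a human TNBC cell line, in female NSG mice, which lack functional lymphocytes. The ST study gave 7 tumors from vehicle-treated mice at 30 d and 8 tumors treated with everolimus for 38 d. In the LT study, the labels gave 78 d for 8 vehicle tumors, 96 d for 8 SNX631 tumors, and 148 d for 10 everolimus and 9 combination tumors. The paper's text gives 150 d as the length of the combination treatment. Everolimus was dosed at 2 mg/kg and SNX631 was given in a diet with 350 ppm. Each of the 50 tumors was sequenced once, and each tumor counts as 1 replicate. The vehicle groups of the studies differed in age and size as well as in study, so that every treated group was compared with the vehicle group of its own study. Within each study the treated tumors were also taken later than the vehicle tumors. Changes against vehicle given below therefore do not separate the treatment from this time. Combination and LT everolimus tumors were taken at the same time.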

We then carried out RNA-Seq analysis of tumor samples from the ST and the LT studies, analyzing separately the data for the tumor (human) and stromal (mouse) RNA-Seq. 

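The authors deposited estimated counts per gene for every tumor, one table for human and one for mouse genes, without normalization. The paper's text does not name the counting tool. The counts of human genes in the ST study ranged from 12890520 to 15942777 per vehicle tumor (median 15269184) and from 15497740 to 19707763 per everolimus tumor (median 17453078). In the LT study they ranged from 6606489 to 9856916 with vehicle (median 7987196.5), from 7311661 to 10772900 with SNX631 (median 8868440), from 7911690 to 14354625 with everolimus (median 10057958.5) and from 8405138 to 10663383 with the combination (median 9684313). The counts of mouse genes were lower. They ranged from 3179177 to 5180768 (median 3468762) and from 3286190 to 6313649 (median 4628617.5) in the vehicle and everolimus tumors of the ST study. The LT tumors had 793317 to 2663362 mouse counts with vehicle (median 2203441.5), 1065431 to 2190330 with SNX631 (median 1585843), 1314204 to 2727264 with everolimus (median 1955920.5) and 972670 to 3302784 with the combination (median 1850979). Human and mouse counts were rounded to whole numbers, normalized separately by edgeR's TMM method, and tested for 17910 human and 13922 mouse genes in one quasi-likelihood fit over all tumors of the 6 groups. This fit shares its estimate of the spread between tumors over the groups. P-values were two-sided and were adjusted by the Benjamini-Hochberg method to give the FDR.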

Everolimus and SNX631 affected both tumor and stromal gene expression, as illustrated by volcano plots in *SI Appendix*, Fig. S4 *B* and *C*.

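With FDR <0.05 and no minimum fold change, ST everolimus changed 1128 human genes and LT everolimus changed 2503. SNX631 alone changed 609 human genes, and the combination changed 4080 relative to LT vehicle. At an unadjusted p under 0.05, these numbers were 3660, 5098, 3488 and 6235. Among the mouse genes, 362 changed with ST everolimus, 2642 with LT everolimus, 1021 with SNX631 and 2701 with the combination.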

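Genes were first required to have FDR <0.05 and a 1.5-fold difference between the group medians of log2 CPM (with a prior count of 2). For tumor genes, 529 passed both cutoffs for ST everolimus, 795 for LT everolimus, 360 for SNX631, 1511 for the combination against vehicle, and 861 for the combination against LT everolimus. The sign of the fitted fold change was also required to match that of the medians.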

To identify tumor genes that could be involved in the in vivo adaptation to everolimus and the prevention of such adaptation by CDK8/19i, we selected differentially expressed genes (DEGs) affected by different treatments using a 1.5-fold change of median gene expression and false discovery rate (FDR) <0.05 as cutoffs for DEG selection. 

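Between the vehicle tumors of the LT and ST studies, 559 human genes passed both cutoffs, with 198 higher and 361 lower in the LT tumors. For mouse genes the number was 267, with 94 higher and 173 lower in the LT tumors. These genes were removed from the DEG lists of all treatments.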

The resulting DEG lists were further filtered to remove the genes that differed between the control tumors in the ST and LT studies and could therefore be affected by differences in the tumor size. 

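Against LT vehicle, SNX631 changed 304 tumor DEGs, of which 263 were upregulated (86.5%) and 41 were downregulated. The number was 69 when voom with group weights replaced the edgeR fit. The upregulated DEGs with the largest fold change of medians were SLC44A4 (ENSG00000204385.13) and CD74 (ENSG00000019582.17). SLC44A4 rose by 3.96 on the log2 scale (SE 0.71, FDR 0.00142) and was above the vehicle median in 7 of 8 tumors. Its mean was 1.18 ± 1.46 CPM (SD, n = 8) with vehicle and 18.3 ± 19.6 CPM (n = 8) with SNX631. CD74 rose by 4.50 (SE 0.99, FDR 0.0089) and was higher in 8 of 8 tumors. Among the downregulated DEGs, CRYAB (ENSG00000109846.9) had a log2 fold change of -1.14 (SE 0.22, FDR 0.00295) and COLGALT2 of -1.13 (SE 0.29, FDR 0.0208), and both were lower in all 8 tumors. SLC44A4, CD74 and COLGALT2 no longer had FDR <0.05 in the voom fit, and COLGALT2 also lost it when only the groups compared entered the edgeR fit. The genes of the Mediator kinases themselves showed no change at this FDR. The log2 fold change was 0.21 for CDK8 (FDR 0.194, higher in 7 of 8 tumors) and -0.25 for CDK19 (FDR 0.0752, lower in 7 of 8 tumors), and CCNC was unchanged at 0 (FDR 0.999).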

SNX631 alone affected the smallest number of DEGs (200, listed in Dataset S1), and 93% of them were upregulated. 

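Of the 263 DEGs upregulated by SNX631, 97 (36.9%) were also higher in the ST or LT everolimus tumors with FDR <0.05. The overlap was 50 DEGs (19.0%) for ST and 70 (26.6%) for LT everolimus. SNX631 and LT everolimus were compared with the same vehicle tumors. Of the upregulated DEGs, 77.9% had the same sign with LT everolimus, against a mean of 70.2% (62.5% to 77.1%) in 8 simulations with the shared vehicle and no effect of everolimus, and of the 41 downregulated DEGs 73.2%, against 74.6%. At the unadjusted p that FDR 0.05 meant in the real fit, 26.6% of the upregulated DEGs overlapped with LT everolimus. The simulated mean was 1.12% (0.42% to 2.36%). For the downregulated DEGs the shares were 9.76% and 1.51% (0% to 5.56%). The simulations used 1 spread per gene for all groups. The overlap of 36.9% changed most, to 70.0%, when each comparison was fitted with only the tumors of its groups.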

Remarkably, 61% of SNX631-upregulated DEGs were also upregulated by ST or LT everolimus treatments (*SI Appendix*, Fig. S4*D*), suggesting a similarity between the effects of CDK8/19 and mTOR inhibitors.

Surprisingly, the number of tumor DEGs affected by everolimus in the ST study (670 DEGs, Dataset S2) was higher than in the LT study (385 DEGs, Dataset S3). 

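In the fit over all tumors, ST everolimus changed 461 tumor DEGs (281 up, 180 down) and LT everolimus changed 732 (403 up, 329 down). When only the tumors of the groups compared entered the fit, the numbers were 1164 for ST and 349 for LT everolimus, so that the order depended on the fit. CYP24A1 (ENSG00000019186.10) and WFDC2 had the largest increases of medians among the ST DEGs, with log2 fold changes of 2.07 (SE 0.58, FDR 0.0241) and 1.83 (SE 0.31, FDR 0.000215). Both were higher in 8 of 8 tumors. The medians of AKR1B10 and S100A7 fell most, with decreases in the fit of 2.90 (SE 0.71, FDR 0.00888) and 2.86 (SE 0.90, FDR 0.0453) on the log2 scale, each in all 8 tumors. Both values are uncertain because these genes have near-identical copies, and S100A7 lost FDR <0.05 without an expression filter and at equal depth. In LT tumors, LRRC55 (ENSG00000183908.7) and BAHCC1 rose by 2.77 (SE 0.57, FDR 0.0012) and 2.36 (SE 0.48, FDR 0.00105), in 10 of 10 tumors each. IFI27 and LY6D fell by 2.79 (SE 0.51, FDR 0.000394) and 3.11 (SE 0.36, FDR 1.79e-07), also in all 10 tumors.

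**Figure D1:**
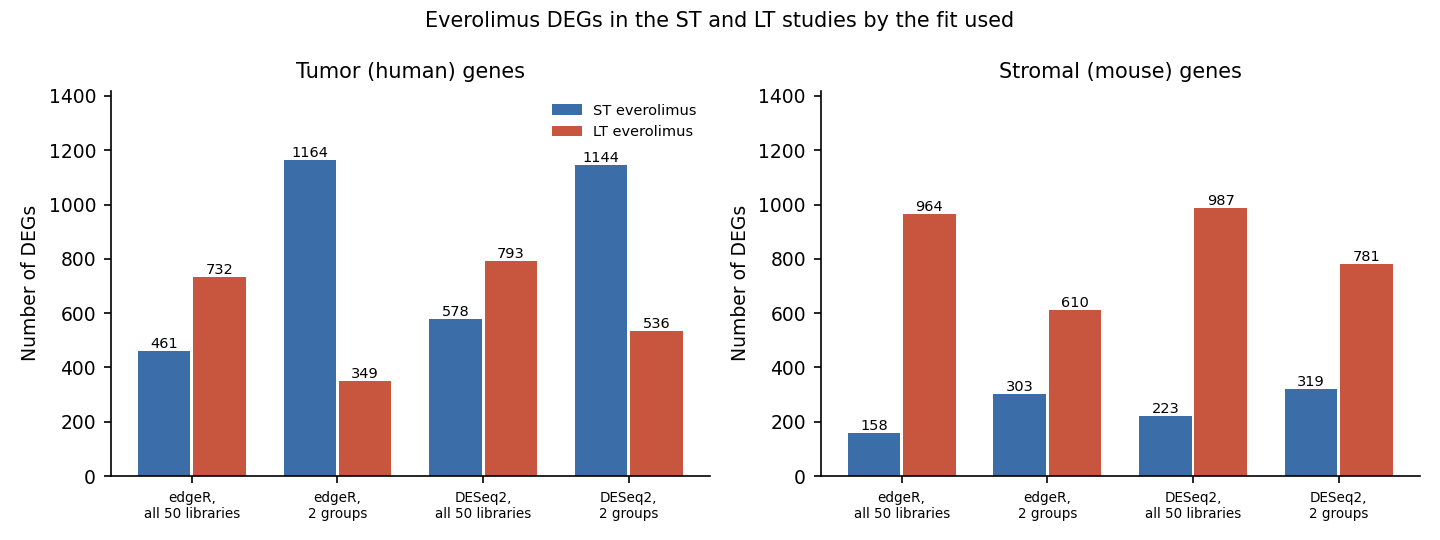
Number of tumor and stromal DEGs for ST and LT everolimus with edgeR and with DESeq2, each with all tumors or only the groups compared in the fit. The other alternatives are not drawn. With edgeR, tumor DEGs number 461 for ST and 732 for LT in the fit over all tumors, and 1164 and 349 with only the groups compared.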

While 63% of the DEGs affected by the LT everolimus treatment were similarly affected in the ST, only 24% of the genes affected by this drug in the ST were similarly affected in the LT (Fig. 4 *A* and *B*). Hence, everolimus adaptation that developed after LT treatment was associated with the abrogation of most of the drug effects found in the everolimus-responsive (ST) tumors. 

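Of the 732 tumor DEGs of LT everolimus, 135 (18.4%) were changed in the same direction by ST everolimus with FDR <0.05. Of the 461 tumor DEGs of ST everolimus, 168 (36.4%) were changed in the same direction by LT everolimus. No DEG of either list was changed in the opposite direction by the other treatment. With only the groups compared in the fit, the shares were 59.6% and 13.0%, and their order turned.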

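A gene past the FDR in one study and not in the other is not shown to differ between them, so the difference between the LT and ST responses was tested itself. It had FDR <0.05 for 11 human genes, and 1839 had an unadjusted p under 0.05. The number depended on the fit. It was 93 with DESeq2, 116 with voom and 235 with DESeq2 on only the groups compared. It was 1 at equal depth and 0 without an expression filter. Without the FDR, 417 of the 461 ST DEGs (90.5%) had the same direction of change in the LT tumors. The median ratio of the LT to the ST log2 fold change of these DEGs was 0.53. Conversely, 624 of the 732 LT DEGs (85.2%) had the same direction in the ST tumors, with a median ratio of 0.45. These ratios were not corrected for the selection of the DEGs by their change in the first study.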

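Relative to LT vehicle, the combination changed 1369 tumor DEGs, of which 1002 were upregulated and 367 were downregulated. It changed 263 of the ST everolimus DEGs (57.0%) in the same direction as ST everolimus, against the 168 that LT everolimus alone changed so. In the fits with only the groups compared, the share for the combination was 28.4%.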

The addition of SNX631 to everolimus in the LT study restored some of the ST everolimus responses, increasing the number of concordantly affected DEGs from 161 to 273 (DEGs restored by the combination treatment are marked by boxes in Fig. 4*A*). On the other hand, the addition of the CDK8/19i decreased the number of LT everolimus DEGs from 385 to 162, as indicated by boxes in Fig. 4*B*. 

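Of the LT everolimus DEGs, 365 (49.9%) were changed in the same direction by the combination relative to the same vehicle tumors. The same sign was seen for 84.3%, against 66.9% in 8 simulations with the shared vehicle and no effect of the combination. The combination also changed 248 of the 304 SNX631 DEGs (81.6%) in the same direction. These comparisons share the vehicle tumors too, and this share was not set beside simulations.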

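The combination differed from LT everolimus in 791 tumor DEGs, with 611 higher and 180 lower in the combination. With only these 2 groups in the fit, the number was 323. H19 (ENSG00000130600.21) was higher in 9 of 9 combination tumors, with a log2 fold change of 5.02 (SE 0.72, FDR 1.16e-05). Its mean was 55.2 ± 56.2 CPM (SD, n = 9) with the combination and 1.63 ± 1.26 CPM (n = 10) with everolimus. CD74 was also higher in all 9 tumors, by 2.43 (SE 0.68, FDR 0.0142). SPHKAP and HAPLN3 were lower by -2.60 (SE 0.71, FDR 0.0128; 9 of 9 tumors) and -1.62 (SE 0.43, FDR 0.00987; 8 of 9 tumors). CD74, SPHKAP and HAPLN3 lost FDR <0.05 with only the groups compared in the fit, and H19 and SPHKAP lost it in the voom fit.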

We have also analyzed DEGs that were differentially affected by everolimus+SNX631 combination relative to LT everolimus (323 DEGs, Dataset S4); such DEGs were most likely to include genes contributing to the prevention of everolimus adaptation. Most of these DEGs belonged to one of three categories: i) 107 affected by LT everolimus but not similarly affected by the drug combination, ii) 111 affected by the drug combination and by ST everolimus but not by LT everolimus treatment, and iii) 89 affected by the drug combination but not by everolimus alone (marked by boxes in Fig. 4*C*), including 63 DEGs that were also unaffected by SNX631 alone. Hence, the adaptive everolimus resistance is associated with partial loss of the transcriptomic response in tumor cells of the drug-responsive tumors. 

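Of the 791 tumor DEGs, 175 (22.1%) were changed by LT everolimus in the direction opposite to that of the addition of SNX631. Opposite signs were seen for 70.2%, against 63.8% in 8 simulations with the shared everolimus tumors and no effect of everolimus. In 70 DEGs (8.85%), the combination and ST everolimus shared a direction while LT everolimus had no effect with FDR <0.05. A further 308 (38.9%) were changed by the combination and by neither everolimus treatment, and 219 of them (27.7% of all) were not changed by SNX631 alone either. With only the groups compared in the fit, the shares of the second and the last categories were 24.8% and 18.6%.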

The addition of the CDK8/19i partially restores this response, counteracts many of the effects specific to the LT everolimus treatment, and elicits transcriptional changes unique to the drug combination.

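Of the ST everolimus DEGs, 2 were changed by the combination in the opposite direction, and of the LT everolimus DEGs, 11 were. The combination changed 413 of its 791 DEGs relative to vehicle as well as to everolimus in the same direction, and 22 of the 791 continued an effect of LT everolimus. The paper reasons from overlaps of DEGs. The small share of ST DEGs still changed in LT tumors leads it to associate adaptation with the loss of most effects of the drug. The 3 categories of DEGs between the combination and LT everolimus lead it to conclude that the response was lost in part, and that the CDK8/19i partially restores it, counteracts changes of LT everolimus and adds changes of its own (Fig. 4 *A*–*C*).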

**Fig. 4.**
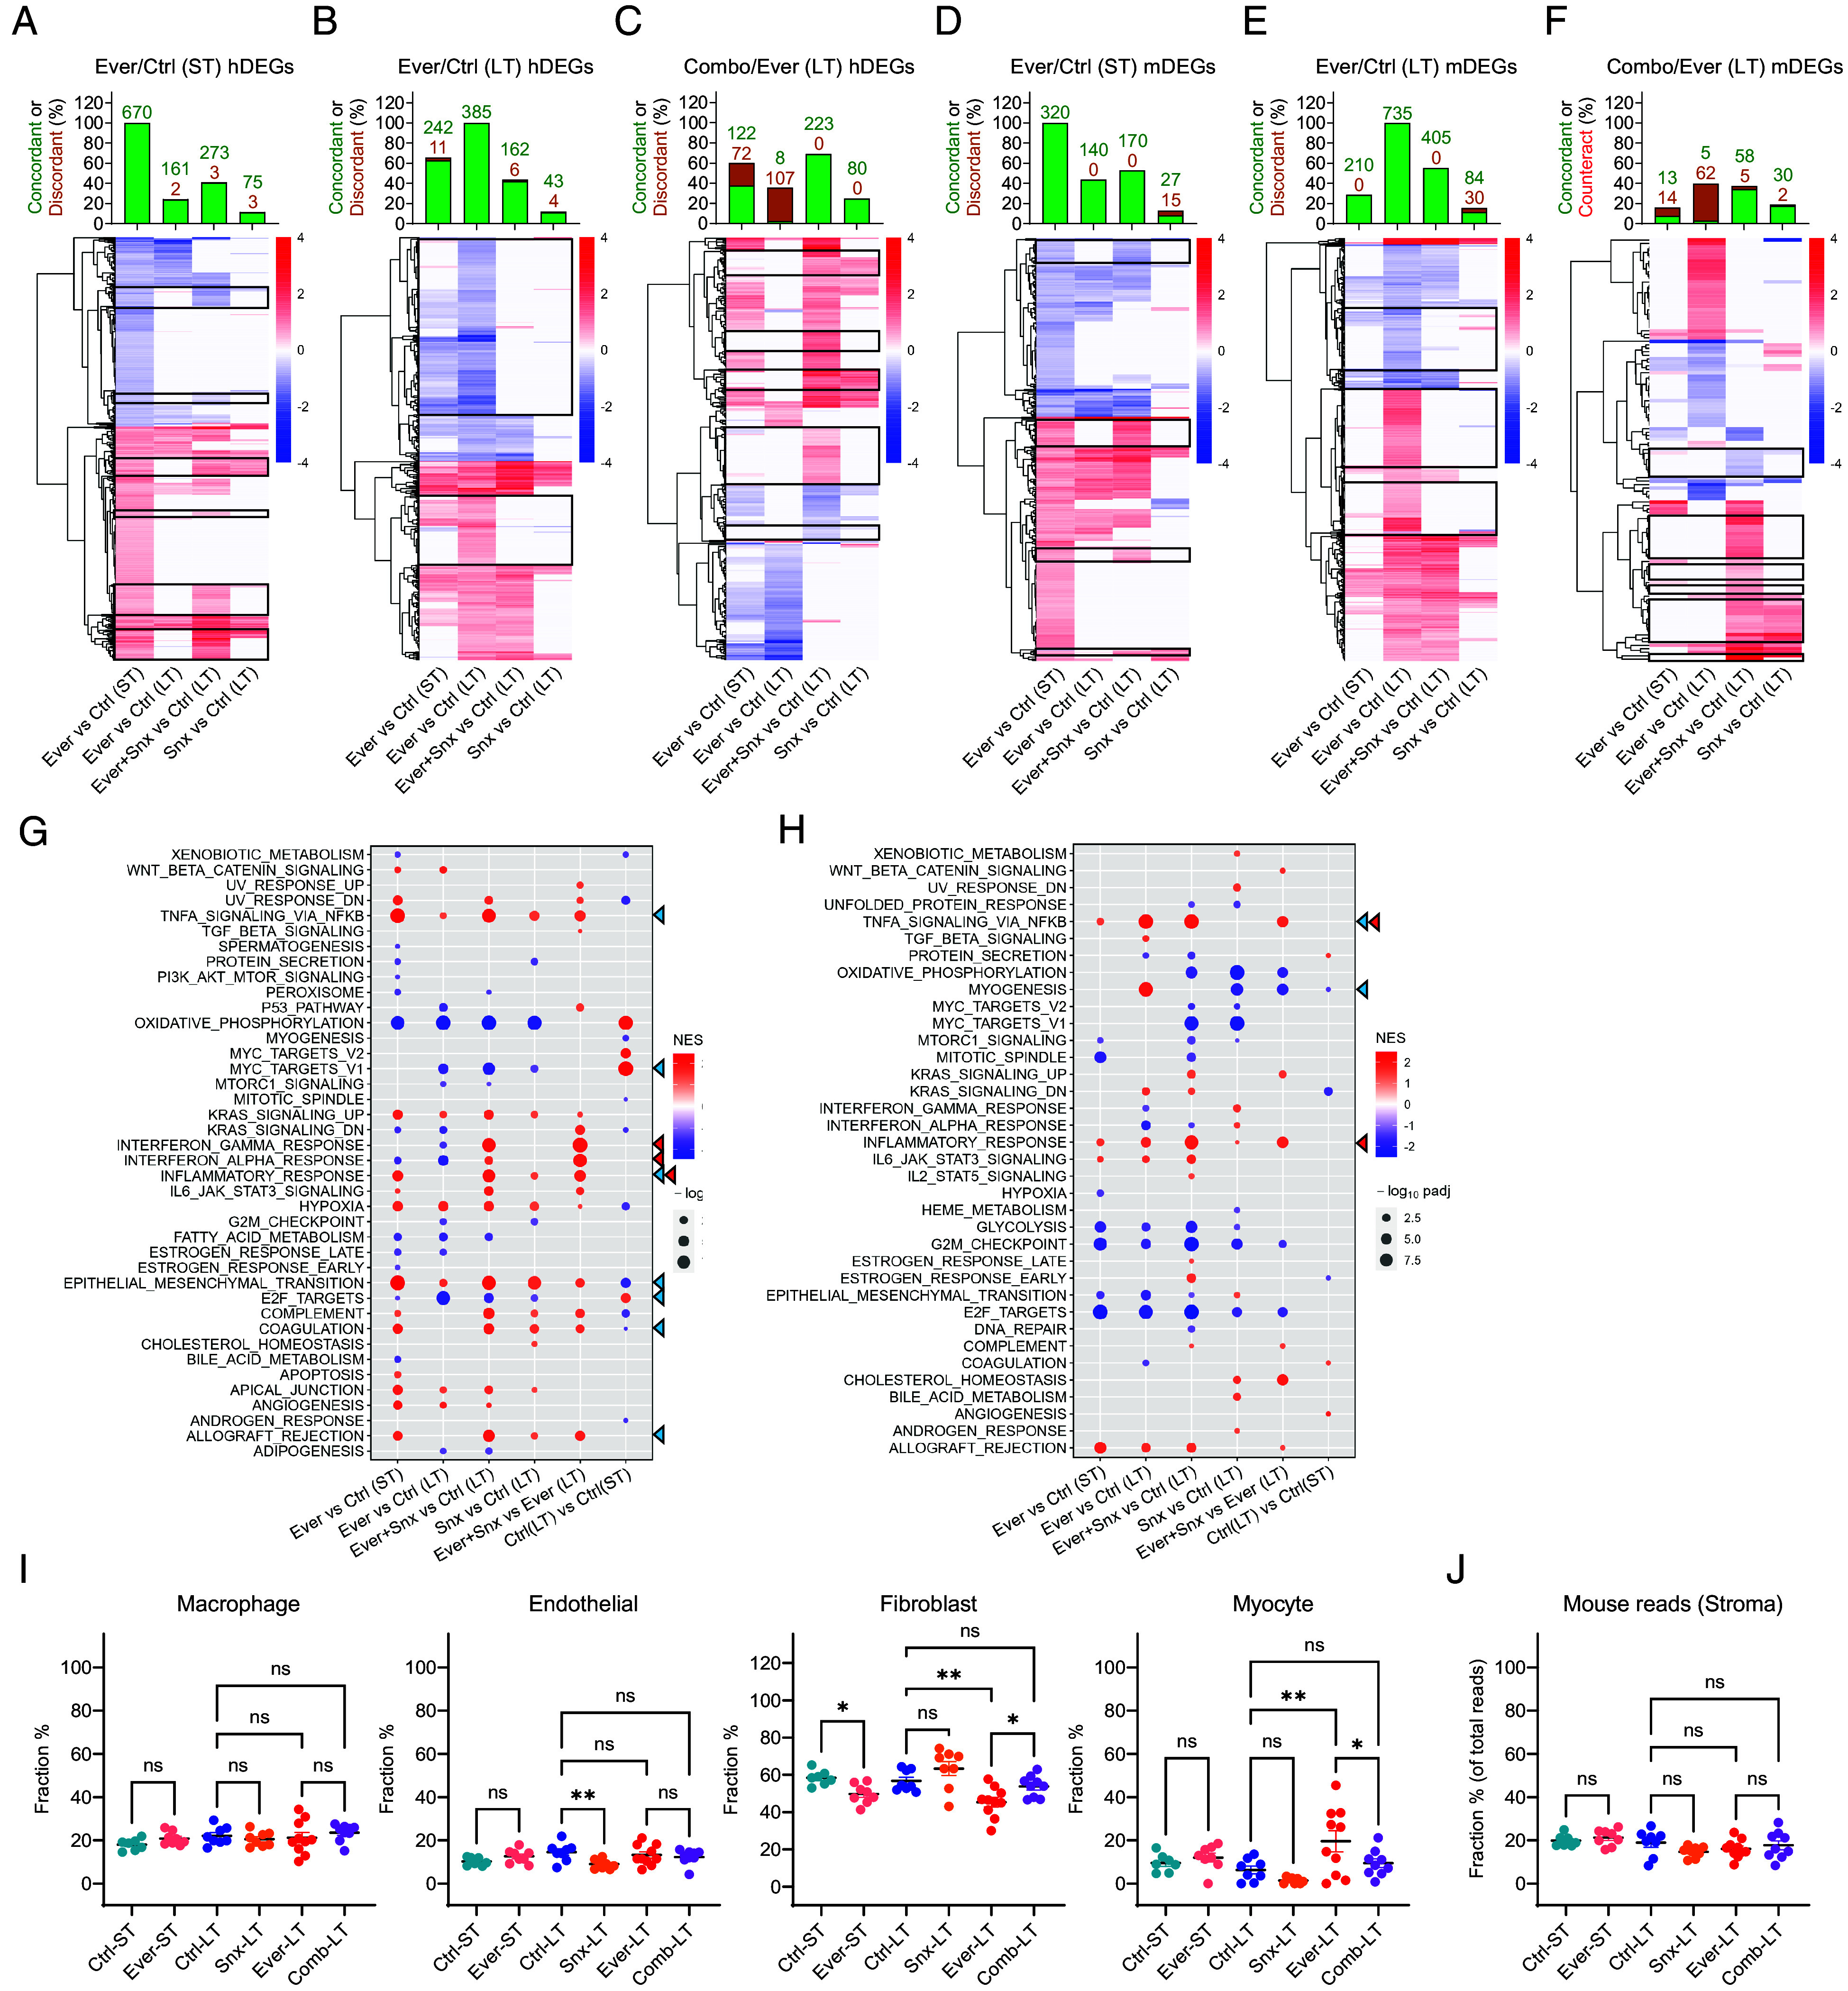
RNA-Seq analysis of the effects of everolimus, SNX631, and their combination in MDA-MB-468 xenografts. (*A*–*F*) Heatmaps of tumor (human) (*A*–*C*) and stromal (mouse) (*D*–*F*) DEGs affected by ST everolimus treatment relative to ST control (*A* and *D*), LT everolimus treatment relative to LT control (*B* and *E*) and combination treatment relative to LT everolimus (*C* and *F*) in the indicated comparisons. Bar diagrams on top of the heatmaps show the percent and numbers of the corresponding DEGs that show a statistically significant change (as defined by FDR<0.05) in the same direction (concordant) or the opposite direction (discordant) in the indicated comparisons. (*G* and *H*) Effects of ST and LT treatments with everolimus, SNX631 and their combination on the affected hallmark pathways for tumor (human) (*G*) and stromal (mouse) (*H*) RNA-Seq data. Blue triangles: pathways that show the most pronounced differences between ST and LT everolimus-treated tumors. Red triangles: pathways that are differentially affected by everolimus+SNX631 versus everolimus but are not similarly affected by SNX631 alone. (*I* and *J*) Fractions of the indicated stromal cell types (CIBERSORTx analysis) (*I*) and of all mouse reads (*J*) in the indicated tumor arms; *P*-values are shown for the indicated comparisons: **P < 0.01; *P < 0.05; ns, not significant.

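In the stroma, genes passing both cutoffs before the vehicle filter numbered 167 for ST everolimus, 1002 for LT everolimus, 505 for SNX631, 898 for the combination against vehicle and 273 for the combination against LT everolimus. After the filter, the combination against vehicle had 858 stromal DEGs, with 534 up and 324 down.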

The effects on the stromal genes had both similarities and differences with the effects found in tumor genes. 

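SNX631 alone changed 419 stromal DEGs, of which 269 (64.2%) were upregulated and 150 were downregulated. The share upregulated was 75.7% in the voom fit and 58.3% with only the groups compared at equal depth. Mmp10 (ENSMUSG00000047562.4) rose by 2.76 on the log2 scale (SE 0.55, FDR 0.00158) in 8 of 8 tumors. Ccl21a rose from 0 to 7 counts per vehicle tumor to 4 to 93 counts with SNX631 (log2 fold change 5.39, SE 1.13, FDR 0.00237, higher in 8 of 8 tumors), but it has near-identical copies and its value is uncertain. The genes with the largest decrease of medians were Mybpc2 (ENSMUSG00000038670.12) with -4.12 (SE 0.79, FDR 0.00104) and Myh4 with -3.23 (SE 0.76, FDR 0.0056), both in 8 of 8 tumors. Both are genes of skeletal muscle, and Myh4 has near-identical copies. Ccl21a, Mybpc2 and Myh4 did not reach FDR <0.05 in the voom fit.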

While SNX631 alone upregulated almost all of the tumor genes, only 239 of 384 stromal DEGs affected by SNX631 alone (Dataset S5) were upregulated (*SI Appendix*, Fig. S4*C*). Then, 32% of SNX631-upregulated stromal genes were also upregulated by ST or LT everolimus, but almost all SNX631-downregulated stromal DEGs were either unaffected or affected in the opposite direction by LT everolimus treatment (*SI Appendix*, Fig. S4*E*). Hence, the similarity between the effects of mTOR and CDK8/19i inhibitors is limited to upregulated genes.

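Of the 269 stromal DEGs upregulated by SNX631, 78 (29.0%) were higher in LT everolimus tumors and 8 of them were also higher in ST everolimus tumors. The same sign with LT everolimus was seen for 75.5%, against 64.2% in 8 simulations with the shared vehicle and no effect of everolimus. Of the 150 downregulated DEGs, 29 (19.3%) were lower in ST or LT everolimus tumors, and 59.3% had the same sign with LT everolimus, against 68% in the simulations. At the unadjusted p that FDR 0.05 meant in the real fit, 18.7% of them overlapped with LT everolimus. The simulated mean was 1.66% (0% to 3.23%). For the upregulated DEGs these shares were 29.0% and 1.14% (0% to 2.01%). Counting both directions, LT everolimus changed 106 of the 419 DEGs in the same direction as SNX631 and 24 in the opposite direction, and the rest had no effect with FDR <0.05.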

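Among the 41 tumor DEGs downregulated by SNX631, 9 (22.0%) were also lower with ST or LT everolimus. Whether the shares of upregulated and downregulated DEGs differ was not tested. Over both directions, 243 of the 304 tumor DEGs (79.9%) had the same sign of change in ST everolimus tumors, against 230 of the 419 stromal DEGs (54.9%).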

In contrast to the tumor DEGs where more genes were affected by everolimus in the ST than in the LT, the number of stromal DEGs affected by ST everolimus (320 DEGs, Dataset S6) was much lower than in the LT (735 DEGs, Dataset S7). 

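ST everolimus changed 158 stromal DEGs (78 up, 80 down) and LT everolimus changed 964 (582 up, 382 down). The order was the same in every fit that was tried, with 303 and 610 when only the groups compared entered it. By the fold change of medians, Cxcl2 (ENSMUSG00000058427.11) and Cxcl3 rose most in LT tumors. Cxcl2 rose from 7.76 ± 16.1 CPM (SD, n = 8) to 153 ± 158 CPM (n = 10), a log2 fold change of 4.14 (SE 0.74, FDR 6.46e-05), and Cxcl3 by 4.36 (SE 0.86, FDR 0.000239). Both were higher in 10 of 10 tumors. Cyp2e1 and Cd5l fell by 5.07 (SE 0.74, FDR 3.22e-06) and 3.81 (SE 0.52, FDR 1.01e-06), each in all 10 tumors. In ST tumors, Retnla and Siglech rose by 2.61 (SE 0.67, FDR 0.0215) and 1.70 (SE 0.34, FDR 0.00264), while Cyp2e1 fell by 2.58 (SE 0.58, FDR 0.00784) and A2m (ENSMUSG00000030111.10) by 2.11 (SE 0.30, FDR 1.88e-05). These directions held in 8 of 8 tumors. Cxcl2, Cxcl3 and the LT change of Cyp2e1 lost FDR <0.05 in the voom fit, and Retnla and Siglech lost it at equal depth.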

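Of the 158 stromal DEGs of ST everolimus, 113 (71.5%) were changed in the same direction by LT everolimus and 98 (62.0%) by the combination, each relative to LT vehicle. Of the 964 stromal DEGs of LT everolimus, 470 (48.8%) were changed in the same direction by the combination and 1 in the opposite direction. The same sign was seen for 96.1% of these, against 63.5% in the simulations with no effect of the combination. With only the groups compared in the fit, the first pair of shares was 35.6% and 47.2%, so that their order turned.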

Further, 140 of 320 stromal DEGs affected by ST everolimus were similarly affected by LT everolimus, and the addition of SNX631 to everolimus slightly increased this number (to 170, marked with boxes in Fig. 4*D*), while strongly decreasing the response of LT everolimus DEGs (from 735 to 405, marked with boxes in Fig. 4*E*). 

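The combination differed from LT everolimus in 261 stromal DEGs (136 higher, 125 lower). With only these groups in the fit there were 82 (63 higher, 19 lower), and with voom 177 (129 higher, 48 lower). DESeq2 gave 312, with 156 in each direction. Before the vehicle filter, another split of these tumors gave 351 genes, against 273 for the real one. LT everolimus had changed 134 of the 261 DEGs (51.3%) in the opposite direction. Of the 261, 83.5% had opposite signs, against 64.9% in 8 simulations with the shared everolimus tumors and no effect of everolimus. Only 1 DEG (0.383%) shared a direction between ST everolimus and the combination without an effect of LT everolimus, 61 (23.4%) were changed by the combination and by neither everolimus treatment, and 43 (16.5%) were changed by no single drug.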

Among 121 stromal DEGs that were differentially affected by the drug combination relative to LT everolimus (Dataset S8), 62 were affected by LT everolimus but not by the drug combination, whereas only 11 DEGs were similarly affected by ST everolimus and the drug combination but not by LT everolimus, and 42 DEGs were affected by the drug combination but not by the ST or LT everolimus (marked with boxes in Fig. 4*F*), including 28 that were also unaffected by SNX631 alone. Hence, transcriptomic changes of stromal cells associated with the prevention of the everolimus adaptation by SNX631 differ quantitatively from those in tumor cells, with much less restoration of the ST response to everolimus, a greater counteraction of the LT everolimus response and a higher fraction of drug combination-specific effects.

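The difference between the stromal responses to LT and ST everolimus had FDR <0.05 for 15 mouse genes, and 1668 had an unadjusted p under 0.05. The number was 152 with DESeq2 and 161 with DESeq2 on only the groups compared. It was 7 at equal depth and 0 without an expression filter. Of the ST everolimus DEGs of the stroma, 154 of 158 (97.5%) had the same sign of change in LT tumors, with a median ratio of LT to ST log2 fold change of 0.90. Of the LT everolimus DEGs, 854 of 964 (88.6%) had the same sign in ST tumors, with a median ratio of 0.31. No test compared the shares in the stroma with those in the tumor cells.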

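The 50 hallmark gene sets were not used here. Instead, 10 lists of human genes that stand for part of them or for related pathways were tested with camera, a test of whether the genes of a list change more than the other genes, with a preset correlation of 0.01 between genes. FDR values were adjusted over 70 tests of tumor lists and 112 tests of stromal lists. With the correlation estimated from the data, no list had FDR <0.05 in any comparison of either species. With fry, which tests a list by itself, 20 tumor and 22 stromal calls held.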

Gene Set Enrichment Analysis (GSEA) of 50 hallmark pathways in tumor cells revealed the pathways that were differentially affected in different treatment arms (Fig. 4*G*). Among the pathways that show the most pronounced differences between ST and LT everolimus-treated tumors and may be related to everolimus adaptation (blue triangles), we note the TNFA signaling and EMT pathways that were induced to a greater degree by ST relative to LT everolimus, and proliferation-related E2F and MYC targets, which were inhibited by LT more than by ST everolimus treatment (despite the fact that everolimus-treated tumors were growing only in LT). 

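The TNFA list (45 genes) rose by a median log2 fold change of 0.43 with ST everolimus (FDR 2.23e-10, 82.2% of genes up) and by 0.20 with LT everolimus (FDR 0.0903). The difference between LT and ST was -0.25 (FDR 4.65e-06). The EMT list (41 genes) rose by 0.40 in ST (FDR 2.79e-06) and 0.37 in LT tumors (FDR 0.0213), with a difference of -0.08 (FDR 0.0321). The E2F list (46 genes) had a median of -0.05 in ST (FDR 0.137) and -0.22 in LT tumors (FDR 1.06e-06), a difference of -0.11 (FDR 0.000356). For the MYC list (51 genes) the medians were -0.01 (FDR 0.529) and -0.11 (FDR 0.00122), and the difference was -0.10 (FDR 3.69e-05). None of the 4 differences had FDR <0.05 under fry. The ST changes of the TNFA and EMT lists and the LT change of the E2F list held under fry, while the LT changes of the EMT and MYC lists did not.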

Among the pathways that are differentially affected by everolimus+SNX631 versus everolimus but are not similarly affected by SNX631 alone (red triangles), the strongest changes were seen for the overlapping interferon (IFN)γ/IFNα/inflammatory response pathways that were selectively upregulated by the drug combination. 

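Relative to LT everolimus, the combination raised the IFN list (45 genes) by a median log2 fold change of 0.80 (FDR 4.56e-27, 93.3% of genes up) and the inflammatory list (38 genes) by 0.60 (FDR 1.77e-08). Relative to vehicle, the IFN list fell by 0.42 with ST everolimus (FDR 1.01e-05) and by 0.48 with LT everolimus (FDR 1.09e-08), and it rose by 0.36 with the combination (FDR 0.000456). SNX631 alone gave -0.12 (FDR 0.127), which reached an FDR of 0.0323 without an expression filter. The inflammatory list rose by 0.73 with the combination (FDR 6.34e-07) and by 0.29 with SNX631 alone (FDR 0.000196). The TNFA list also rose in the combination relative to LT everolimus, by 0.32 (FDR 3.08e-07), and so did the EMT list, by 0.45 (FDR 7.24e-06). SNX631 alone raised these lists too, by 0.22 (FDR 1.43e-06) and 0.59 (FDR 2.11e-11). Under fry, the changes of the IFN list relative to vehicle with ST everolimus and with the combination lost FDR <0.05, and the others with FDR <0.05 held.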

The apoptosis pathway was increased in the everolimus-responsive ST-treated tumors but not in the drug-adapted LT-treated tumors, and it was not upregulated by the drug combination. 

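The apoptosis list (49 genes) had a median log2 fold change of 0.01 with ST everolimus (FDR 0.504, 53.1% of genes up), -0.04 with LT everolimus (FDR 0.148) and -0.03 with the combination (FDR 0.694), each relative to vehicle. The LT response was lower than the ST response by -0.11 (FDR 0.0213). Under fry this difference had an FDR of 0.0864. In the LT tumors, 46.9% of the genes of the list were up.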

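The oxidative phosphorylation list (67 genes) fell relative to vehicle by a median of 0.09 on the log2 scale with ST everolimus (FDR 0.00617), by 0.20 with LT everolimus (FDR 4.32e-09) and by 0.10 with SNX631 (FDR 0.00018). By the median, the IFN list fell more with ST everolimus (0.42, FDR 1.01e-05), LT everolimus (0.48, FDR 1.09e-08) and SNX631 (0.12, FDR 0.127). The combination differed from LT everolimus by 0.02 (FDR 0.844), and the sign of this difference turned with a replicate block and without an expression filter. None of the decreases had FDR <0.05 under fry.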

Oxidative phosphorylation was the most strongly downregulated pathway by everolimus (both ST and LT) and by SNX631, but it was not differentially affected by the drug combination (Fig. 4*G*).

GSEA of stromal cells (Fig. 4*H*) showed that TNFA signaling and myogenesis pathways were upregulated to a greater degree by LT than by ST everolimus. 

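In the stroma, the TNFA list (48 genes) rose by a median log2 fold change of 0.23 with ST everolimus (FDR 8.83e-06) and of 0.65 with LT everolimus (FDR 1.84e-18, 91.7% of genes up). The difference was 0.45 (FDR 2.55e-10). The muscle list (49 genes) had a median of 0.24 in ST (FDR 0.965) and 1.42 in LT tumors (FDR 2.76e-08), with a difference of 1.34 (FDR 2.78e-11). Under fry, the LT change of the TNFA list and its difference held, while its ST change and both results for the muscle list did not.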

TNFA signaling and the related inflammatory response pathway were further upregulated but the myogenesis pathway was downregulated by the addition of SNX631. 

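Adding SNX631 to everolimus changed the stromal TNFA list by a median of -0.01 (FDR 0.803) and the stromal inflammatory list (47 genes) by 0.08 (FDR 0.13) relative to LT everolimus. The muscle list fell by 1.14 (FDR 6.05e-06), with 2.04% of its genes up. Under fry the decrease of the muscle list had an FDR of 0.355.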

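In tumor cells, the mTORC1 list (50 genes) had a median log2 fold change of 0.00 with ST everolimus (FDR 0.629), 0.12 with LT everolimus (FDR 0.0213) and 0.02 with SNX631 (FDR 0.832). In the stroma the medians were -0.04 (FDR 0.114), -0.03 (FDR 0.997) and 0.09 (FDR 0.00833). Neither of the changes with FDR <0.05 held under fry. A separate PI3K/AKT list was not analyzed here.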

Surprisingly, the effects of everolimus (a mTORC1 inhibitor) on PI3K_AKT_mTOR and mTORC1 signaling pathways were insignificant or minor in both tumor and stromal cells, and these pathways were unaffected by SNX631. Changes in stromal gene expression could reflect treatment effects on the transcriptomes of specific stromal cell types or changes in the distribution of different cell types in the tumor-infiltrating stroma. To address the latter possibility, we used CIBERSORTx (29) to estimate the abundances of different cell types in the tumor-associated stromal cell population. This analysis showed that the macrophage fraction was not significantly affected by any treatments, and the endothelial cell fraction was decreased by SNX631 but not by everolimus. Both ST and LT everolimus treatments decreased the fibroblast fraction, and this effect was reversed by the combination of everolimus and SNX631. 

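CIBERSORTx was not used here. The mean log2 CPM of marker genes, listed for each cell type, gave a score per tumor, and groups were compared by two-sided exact permutation tests with p adjusted over 20 tests. Macrophage scores (21 genes) were 8.00 ± 0.16 (SD, n = 7) in ST vehicle and 8.12 ± 0.13 (n = 8) in ST everolimus tumors. They were 8.15 ± 0.17 (n = 8) with LT vehicle, 8.09 ± 0.23 (n = 10) with LT everolimus, 8.24 ± 0.15 (n = 8) with SNX631 and 8.13 ± 0.16 (n = 9) with the combination. No macrophage difference passed the adjustment, and the smallest exact permutation p was 0.125, for ST everolimus. The endothelial score (19 genes) changed by -0.35 with ST everolimus (exact permutation p = 0.000932, adjusted 0.00466, lower in 8 of 8 tumors) and by -0.14 with LT everolimus (exact permutation p = 0.189, lower in 7 of 10). It changed by -0.24 with SNX631 (exact permutation p = 0.041, adjusted 0.137, lower in 6 of 8 tumors). With the combination it changed by -0.31 (exact permutation p = 0.000247, adjusted 0.00216, lower in 9 of 9). With the summed share of marker counts in place of the mean log2 CPM, the adjusted p of the ST change was 0.0249, the largest among the alternatives.

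**Figure D2:**
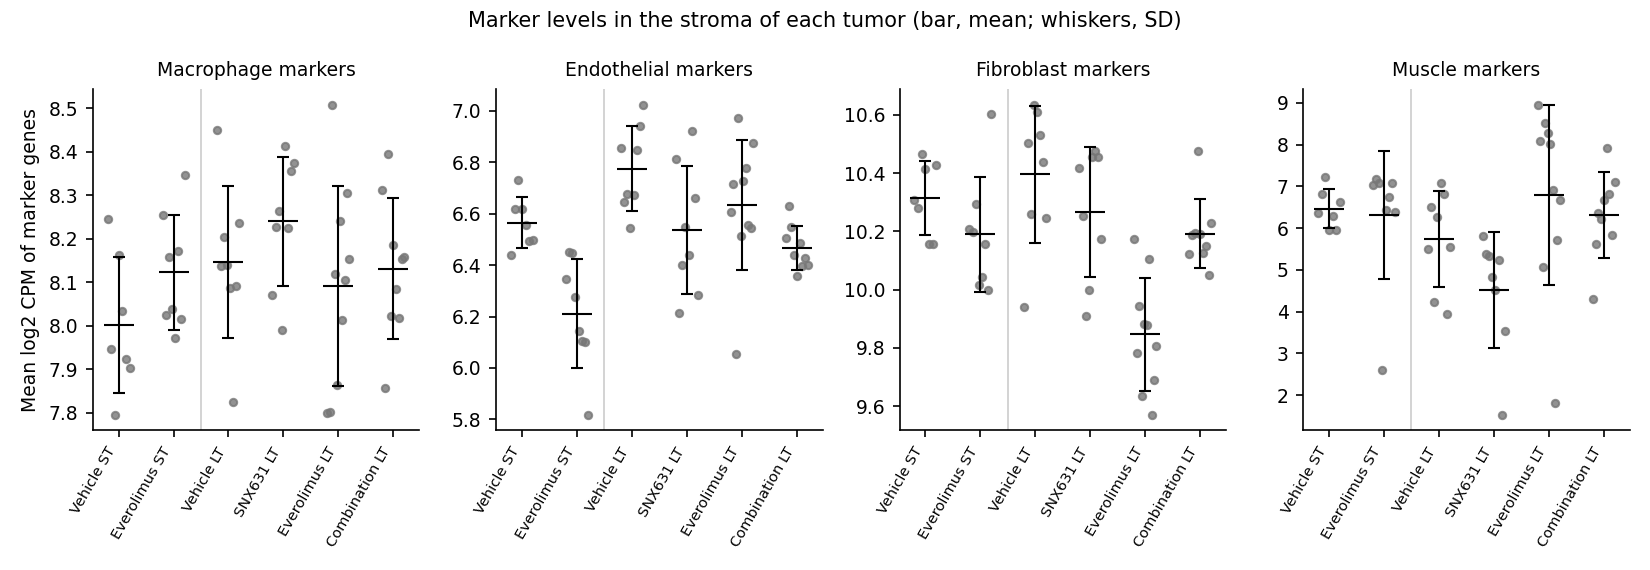
Score of each tumor for the stromal cell types, as mean log2 CPM of the markers, by group with the mean. The endothelial scores of all 8 ST everolimus tumors lie below the median of ST vehicle.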

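The fibroblast score (23 genes) changed by -0.55 with LT everolimus relative to LT vehicle (exact permutation p = 0.000274, adjusted 0.00216, lower in 10 of 10 tumors). With ST everolimus it changed by -0.13 (exact permutation p = 0.172, lower in 7 of 8 tumors), and the sign of this change turned with the median in place of the mean over markers. The combination was higher than LT everolimus by 0.35 (exact permutation p = 0.000325, adjusted 0.00216, higher in 9 of 9 tumors). Relative to vehicle, the combination differed by -0.20 (exact permutation p = 0.0402, adjusted 0.137), and SNX631 by -0.13 (exact permutation p = 0.273).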

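The muscle score was 5.74 ± 1.15 (SD, n = 8) in LT vehicle, 6.80 ± 2.16 (n = 10) in LT everolimus and 6.32 ± 1.02 (n = 9) in combination tumors. The difference from vehicle was 1.07 with LT everolimus (exact permutation p = 0.232, higher in 7 of 10 tumors) and 0.58 with the combination (exact permutation p = 0.287, higher in 6 of 9). LT everolimus tumor 8 had 1.82, below the lowest LT vehicle tumor (3.95), while the others had 5.07 to 8.95. This tumor lowered the difference of LT everolimus, and the test includes it. SNX631 tumors had 4.52 ± 1.39 (n = 8), lower than vehicle by -1.21 (exact permutation p = 0.0734, lower in 8 of 8). With the summed share of marker counts, the adjusted p was 0.0935 for LT everolimus and 0.031 for SNX631. In the ST study, scores were 6.46 ± 0.47 (n = 7) with vehicle and 6.32 ± 1.53 (n = 8) with everolimus (exact permutation p = 0.985). The sign of this ST difference rests on everolimus tumor 4, which had 2.60 while the others had 6.39 to 7.18.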

The fraction of cells with myocyte characteristics was increased by LT everolimus treatment, with the drug combination producing a similar value to the control (Fig. 4*I*), in parallel with the effects observed for the myogenesis pathway in GSEA(Fig. 4*H*). 

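Mouse genes took 18.9 ± 6.11% (SD, n = 8) of all counts in LT vehicle tumors, 16.0 ± 4.21% (n = 10) with LT everolimus, 14.7 ± 2.58% (n = 8) with SNX631 and 17.7 ± 6.31% (n = 9) with the combination. In the ST study the shares were 19.8 ± 2.70% (n = 7) with vehicle and 21.3 ± 3.75% (n = 8) with everolimus. The largest difference from vehicle was -4.27 percentage points with SNX631 (exact permutation p = 0.0903, adjusted over 5 comparisons 0.451, lower in 8 of 8 tumors). LT everolimus differed by -2.90 (exact permutation p = 0.247) and the combination by -1.24 (exact permutation p = 0.681). No call changed when the 10 most abundant genes of each species were left out.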

The differences in stromal cell type abundances were not due to differential representation of mouse RNA in different treatment arms (Fig. 4*J*).

RNA-Seq analysis identified multiple tumor and stromal genes, changes of which could have contributed mechanistically to tumor suppression by the drug combination. *SI Appendix*, Fig. S5 shows the expression of individual tumor and stromal genes that presented the biggest differences between the LT everolimus and combination treatments and that were not strongly affected by SNX631 alone; possibly pertinent functions of these genes are summarized in *SI Appendix*, Table S1 (tumor genes) and *SI Appendix*, Table S2 (stromal genes). 

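By the fold change of medians among stromal DEGs between the combination and LT everolimus, Upk3a and Acvr1c rose most and Ankrd2 and Aldh1a2 fell most. Upk3a rose by 2.62 on the log2 scale (SE 0.74, FDR 0.0304, 8 of 9 tumors) from 2.62 ± 4.35 CPM (SD, n = 10) to 15.2 ± 9.98 CPM (n = 9). Acvr1c rose by 2.13 (SE 0.64, FDR 0.0436, 7 of 9 tumors). Ankrd2 changed by -2.54 (SE 0.54, FDR 0.00388, lower in 9 of 9 tumors). Upk3a lost FDR <0.05 with DESeq2, and Upk3a and Acvr1c lost it without an expression filter. Acvr1c, Ankrd2 and Aldh1a2 lost it in the voom fit.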

Among the tumor genes (*SI Appendix*, Fig. S5*A*), we note some that have been implicated in mTOR activation (MAP2K6 and IL17RC) or inhibition (GJB3) and were upregulated or downregulated, respectively, in everolimus-adapted (LT) tumors. 

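MAP2K6 (ENSG00000108984.15) rose in LT everolimus tumors by 2.08 on the log2 scale (SE 0.37, FDR 0.000272, higher in 9 of 10 tumors). Its means were 9.44 ± 2.37 CPM (SD, n = 8) with vehicle, 39.8 ± 38.1 CPM (n = 10) with everolimus and 12.0 ± 5.61 CPM (n = 9) with the combination, and the medians with everolimus and vehicle differed 2.10-fold. The combination was lower than everolimus by -1.73 (SE 0.34, FDR 0.000643, 8 of 9 tumors), which lost FDR <0.05 with only the groups compared in the fit. IL17RC (ENSG00000163702.21) rose by 0.42 with LT everolimus (SE 0.13, FDR 0.0224, 7 of 10 tumors), a 1.40-fold difference of medians that lost FDR <0.05 with only the groups compared in the fit and in the voom fit. It was lower with the combination than with everolimus by -0.78 (SE 0.12, FDR 4.1e-05, 9 of 9 tumors).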

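PMAIP1 (ENSG00000141682.12) had 15.5 ± 2.55 CPM (SD, n = 8) in LT vehicle, 9.38 ± 3.20 CPM (n = 10) in LT everolimus and 15.8 ± 5.99 CPM (n = 9) in combination tumors. The log2 fold change was -0.73 with LT everolimus (SE 0.16, FDR 0.00252, lower in 10 of 10 tumors) and 0.75 for the combination against everolimus (SE 0.16, FDR 0.00122, higher in 9 of 9), with a 1.49-fold difference of medians. NFIX (ENSG00000008441.19) rose by 0.55 with LT everolimus (SE 0.16, FDR 0.0158, 10 of 10 tumors) and was lower in the combination than in LT everolimus by -0.72 (SE 0.15, FDR 0.00132, 8 of 9 tumors). EGR1 (ENSG00000120738.8) did not change with LT everolimus (0.09, SE 0.21, FDR 0.818, 5 of 10 tumors higher). In the combination it was lower than in LT everolimus by -1.14 (SE 0.21, FDR 0.000231, 9 of 9 tumors), with 11.0 ± 3.54 CPM (n = 9) against 24.4 ± 9.34 CPM (n = 10). HES2 (ENSG00000069812.11) changed by -1.05 with LT everolimus (SE 0.36, FDR 0.043, lower in 9 of 10 tumors), which lost FDR <0.05 in the voom fit, with only the groups compared and without an expression filter. The combination raised HES2 relative to LT everolimus by 1.85 (SE 0.35, FDR 0.00032, 9 of 9 tumors).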

We also note the proapoptotic protein PMAIP1 (NOXA) that was downregulated in the drug-adapted tumors, and transcription factors NFIX, EGR1, and HES2 implicated in tumor promotion or suppression, which were differentially affected by LT everolimus and the drug combination. Among the stromal genes (*SI Appendix*, Fig. S5*B*), we note that the everolimus+SNX631 combination upregulated an angiogenesis inhibitor Tnmd and putative tumor-suppressive proteins Acaca, Per3, and Ccl11, whereas Aldh1a2, a tumor stimulating stromal factor, was downregulated by the combination. 

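Tnmd (ENSMUSG00000031250.9) had too few counts for the expression filter. It had 3 to 25 counts per tumor and 5.62 ± 5.55 CPM (SD, n = 9) with the combination, 0 to 11 counts and 0.969 ± 1.89 CPM (n = 10) with LT everolimus, and 0 to 4 counts and 0.58 ± 0.705 CPM (n = 8) with LT vehicle. The exact permutation p of the combination was 0.0042 against everolimus and 0.000165 against vehicle (adjusted over 4 tests 0.0042 and 0.000476). Acaca (ENSMUSG00000020532.19) had 145 ± 61.7 CPM (n = 9) with the combination, 61.9 ± 21.5 CPM (n = 10) with everolimus and 59.6 ± 32.3 CPM (n = 8) with vehicle. Its log2 fold change in the combination was 1.24 against everolimus (SE 0.23, FDR 0.000842) and 1.26 against vehicle (SE 0.25, FDR 2e-04), higher in 9 of 9 tumors. Ccl11 (ENSMUSG00000020676.3) had medians of 109 CPM with the combination and 49.6 CPM with everolimus (FDR 0.000112), and it rose by 1.17 on the log2 scale against vehicle (SE 0.18, FDR 6.39e-06), higher in 9 of 9 tumors in both comparisons. Per3 (ENSMUSG00000028957.13) was higher than with everolimus by 0.72 (SE 0.14, FDR 0.00193, 9 of 9 tumors) and did not differ from vehicle (0.02, FDR 0.967, 6 of 9 tumors higher). LT everolimus alone had lowered Per3 by -0.70 (SE 0.15, FDR 0.000586, 10 of 10 tumors). Aldh1a2 (ENSMUSG00000013584.6) had 22.6 ± 14.9 CPM (n = 9) with the combination, 89.1 ± 56.4 CPM (n = 10) with everolimus and 24.0 ± 13.5 CPM (n = 8) with vehicle. It was lower than with everolimus by -1.96 (SE 0.42, FDR 0.004, 9 of 9 tumors) and did not differ from vehicle (-0.08, FDR 0.944, 5 of 9 tumors lower).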

Changes in these genes could contribute to stroma-mediated suppression of tumors treated with the drug combination.

### CDK8/19 Inhibition Extends the Survival of Pulmonary Metastatic Disease in 4T1 Murine TNBC Model.

Although SNX631 did not affect in vitro proliferation (Fig. 2*A*) or in vivo primary tumor growth of murine 4T1 cells (Fig. 3*H*), CDK8/19i were previously shown to selectively affect the metastatic over the primary tumors in colon cancer (12). We therefore used the highly metastatic 4T1 model to test the effects of Mediator kinase inhibition in a spontaneous metastasis assay. In this assay, 4T1 cells were injected orthotopically in the mammary fat pad of female Balb/c mice. Fourteen days after injection, the presence of lung metastases was tested by explanting the dissociated lung tissues in media containing 60 µM 6-thioguanine (6-TG), to which 4T1 cells are resistant. All the lung explants of mice carrying 4T1 orthotopic tumors gave rise to multiple colonies of 6-TG resistant tumor cells (*SI Appendix*, Fig. S6*A*), indicating that all the lungs already contained metastatic cells by 14 d after tumor implantation. For the metastasis survival studies, primary tumors were surgically removed 15 to 17 d after inoculation, by which time all the mice carried metastases in the lungs, to which they eventually succumbed (representative macroscopic images of lung tumors at the terminal point are shown in *SI Appendix*, Fig. S6*B*).

In the first study, we generated a 4T1 derivative with shRNA-mediated knockdown of Cdk8 [which is expressed in 4T1 at a higher level than Cdk19 according to RNA-Seq data in (30)]. Cdk8 knockdown was carried out as previously described (12) and was nearly complete according to RNA and protein analysis (Fig. 5*A*). The resulting shCdk8 derivative and control 4T1 cells (transduced with an insert-free vector) were used for orthotopic injection, and primary tumors were excised 17 d after inoculation. Although there was no significant difference in the sizes of the resected primary tumors between shCdk8 and control arms (Fig. 5*B*, *Left*), Cdk8 knockdown was associated with a pronounced increase in the host survival in the spontaneous metastasis assay (1.6-fold extension of median survival, *P* = 0.0002) (Fig. 5*B*, *Right*).

**Fig. 5.**
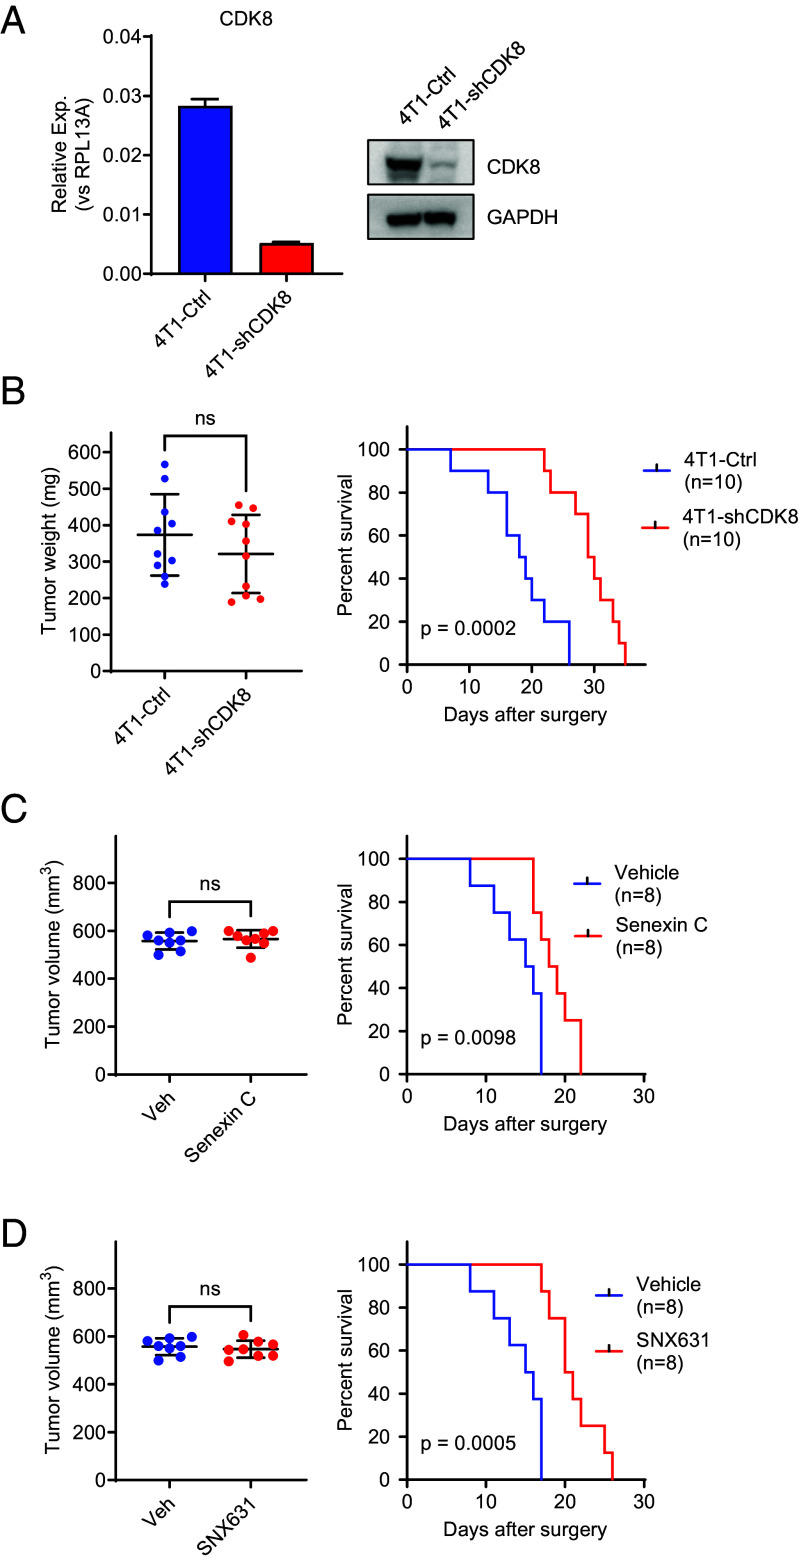
Effects of CDK8/19 inhibition on the survival of 4T1 TNBC metastatic disease. (*A*) Depletion of Cdk8 mRNA (QPCR assay, *Left*) and protein (western blot, *Right*) in 4T1-shCdk8 derivative relative to vector-transduced 4T1 control cells. (*B*) *Left*: 4T1 control and 4T1-shCdk8 primary tumor weights at resection (d 17), n = 10. *Right*: KM survival plot of mice bearing 4T1 control and 4T1-shCdk8 tumors after primary tumor resection. (*C*) *Left*: 4T1 tumor weights at resection (d 15) for groups assigned to control and Senexin C treatment arms, n = 8. *Right*: KM survival plot after primary 4T1 tumor resection in mice receiving vehicle control or Senexin C (40 mg/kg, b.i.d.). (*D*) *Left*: 4T1 tumor weights at resection (d 15) for groups assigned to control and SNX631 treatment arms, n = 8. *Right*: KM survival plot after primary 4T1 tumor resection in mice receiving vehicle control or SNX631 (25 mg/kg, b.i.d.).

The effect of shCdk8 in the spontaneous metastasis model could be due to the inhibition of the metastatic spread or to the effect on metastatic tumors after they were established. To test whether Cdk8/19 inhibition affects the survival of already established pulmonary metastases, we have investigated the survival effects of systemic CDK8/19i treatment that was started after the resection of the primary tumors, using two structurally unrelated CDK8/19i, Senexin C (31), and SNX631. Primary tumors were removed 15 d after injection, when tumor sizes reached 500 to 600 mm^3^. After the resection, mice were randomized into two groups by the primary tumor size (Fig. 5 *C* and *D*, *Left*) and were then treated by oral gavage with Senexin C (40 mg/kg, b.i.d.), SNX631 (25 mg/kg, b.i.d.), or the corresponding vehicle controls. Treatment with either CDK8/19i significantly increased mouse survival of the metastatic disease (Fig. 5 *C* and *D*, *Right*), with SNX631 exerting a stronger effect in agreement with its greater potency. Hence, Mediator kinase inhibition extends the survival of already established TNBC lung metastases, even when it has no effect on the primary tumor size.

## Discussion

CDK8/19i are unique among anticancer drugs, since they rarely inhibit the proliferation of tumor cells but more often suppress the adaptation of such cells to environmental challenges, such as metastatic growth or therapy. The present study reveals that these effects of CDK8/19i are especially pronounced in the context of TNBC, a major unmet medical need. The response of TNBC cell lines to CDK8/19i in vitro was highly heterogeneous, with two cell lines (MDA-MB-231 and 4T1) showing no response. When tested in vivo, however, MDA-MB-231 xenografts responded to CDK8/19i therapy, as did MDA-MB-468 xenografts (that were responsive in vitro) and both tested TNBC PDXs, one of which (PEN_175) was the most responsive among all in vivo models. We previously showed the in vivo specificity of tumor suppression by CDK8/19i in other tumor types (11, 19, 20). Hence, the clinical niche for the CDK8/19i is not limited to tumors that respond to Mediator kinase inhibition in vitro.

Although the primary tumor growth of murine 4T1 cells was not significantly affected by CDK8/19i, Cdk8 knockdown in tumor cells and SNX631 treatment of mice carrying established lung metastases extended the survival of the metastatic disease in this model. The latter finding parallels the preferential effect of CDK8/19i against hepatic metastases versus primary tumors in colon cancer (12) and the results with the murine E0771 TNBC model, where Cdk8 knockdown decreased the metastatic burden in the lungs but not the primary tumor growth (22). Although the effect of CDK8/19i on the metastatic burden was not directly measured in our study, the observed significant extension of metastatic disease survival found in the 4T1 model, coupled with prior results, indicates the potential of the CDK8/19i for the treatment of TNBC lung metastases, a major cause of lethality in this disease.

The strongest effects of the CDK8/19i were observed in drug combinations, in agreement with bioinformatic analysis that revealed that the survival correlations of CDK8/CDK19/CCNC expression in TNBC become much stronger when the analysis is limited to patients who received therapy after the sample collection. Here, we have investigated the effects of CDK8/19i combined with mTOR inhibitor everolimus or AKT inhibitor capivasertib. Remarkably, CDK8/19i not only showed in vitro synergy with everolimus and capivasertib in TNBC models but also strikingly increased their in vivo activity. For mouse models used in this study, this was especially apparent for the everolimus combination, which fully suppressed the growth of all tumors (in the case of MDA-MB-468) or all but one tumor (in the case of PEN_061 PDX) for at least 150 d, indicating the prevention of in vivo adaptation to everolimus. The combinations of the CDK8/19i with everolimus and capivasertib were very well tolerated in mice, with no significant weight loss.

Transcriptomic analysis of tumors that remained responsive to everolimus (ST treatment) or became adapted to the drug (LT treatment) revealed that much of the ST transcriptional response was lost in the tumor cells after the LT treatment, likely contributing to the adaptive drug resistance. In contrast, stromal cells of the same tumors showed more changes after LT everolimus treatment, indicating continued stromal effects of the drug. The addition of the CDK8/19i to everolimus in the LT study restored some of the ST drug response of tumor cells, including upregulation of the TNFA pathway and prevented changes in gene expression that developed in the LT treated tumors and could contribute to the adaptive everolimus resistance, such as upregulation of p38 activator MAP2K6 or downregulation of the proapoptotic gene PMAIP1. In addition, combining mTOR and CDK8/19 inhibitors elicited transcriptional changes that were specific to the drug combination, such as upregulation of the IFNα/γ pathways in tumor cells and of extracellular proteins associated with tumor suppression (e.g., Lrp1b) or inhibition of angiogenesis (Tnmd) in stromal cells. Hence, prevention of in vivo adaptation to everolimus by the CDK8/19i is associated with effects on the expression of multiple tumor and stromal genes that regulate tumor growth and drug response.

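Lrp1b (ENSMUSG00000049252.18) had 0 counts in all vehicle and everolimus tumors of both studies and 0 to 1 counts in SNX631 tumors. The combination tumors had 0 to 20 counts, with counts in 8 of 9 tumors and a mean of 3.57 ± 2.53 CPM (SD, n = 9). Set against the limit that a count of 0 allows, this mean was at least 2.21-fold higher than with LT everolimus and at least 1.92-fold higher than with LT vehicle. The exact permutation p was 0.000238 against everolimus and 0.00074 against vehicle.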

The effects of the CDK8/19i and everolimus on stromal proteins implicated in tumor growth could contribute to in vivo suppression of tumor models (such as 4T1 and MDA-MB-231) that were not responsive in vitro. We note that some of the transcriptomic changes in the stroma could be due to changes in its cell type composition, as revealed by CIBERSORTx analysis. This analysis suggested an increase in tumor-associated myocytes that occurred in everolimus-adapted tumors and was counteracted by CDK8/19i, which could reflect changes in tumor invasion of the muscle layer, which was previously shown to be inhibited by CDK8/19i (32).

In summary, our results warrant the exploration of CDK8/19i for the treatment of TNBC, both as single agents, with activity against the metastatic disease, and as combinations with approved drugs, in particular mTOR and AKT inhibitors. The PI3K/AKT/mTOR pathway was estimated to be upregulated in up to 70% of all breast cancers, including TNBC (3) but inhibitors of this pathway have been approved so far only for ER+ breast cancer and have not shown clinical efficacy in TNBC. The results of the present study suggest that the addition of CDK8/19i to mTOR and AKT inhibitors could potentially transform the utility of such drugs for TNBC therapy.

## Materials and Methods

All mouse studies were approved by the University of South Carolina and West Virginia University Institutional Animal Care and Use Committees. Mouse tumor studies, cell culture, shRNA knockdown, western blotting, transcriptomics, statistical, and bioinformatic analyses were done largely as previously described (8, 11, 12, 20). Additional details are provided in *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

## Data Availability

RNA-Seq data have been deposited in GEO (GSE271325) (33). All study data are included in the article and/or supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

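RNA from 50 MDA-MB-468 xenografts was sequenced, 7 from ST vehicle, 8 from ST everolimus, 8 from LT vehicle, 8 from SNX631, 10 from LT everolimus and 9 from combination mice. The authors assigned the reads to human and mouse genes and deposited estimated counts for each gene and tumor, in separate tables for human and mouse genes, without normalization. The paper's text does not name the aligner, the counting tool or the genome builds, and no coordinates are given for that reason. The SI Appendix, to which it refers for further details and which may name them, was not used here. The tables hold 58759 human and 54214 mouse rows. Of the values, 7.30% in the human and 2.72% in the mouse table were not whole numbers, and all were rounded to whole numbers before the tests. The human table has 2 rows for reporter genes with 99 counts in all, which were left out. Gene symbols and identifiers were taken from the tables. All 50 columns were used.

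The depth per tumor was 12890520 to 19707763 human and 3179177 to 6313649 mouse counts in the ST study, and 6606489 to 14354625 human and 793317 to 3302784 mouse counts in the LT study. A gene with 0 counts in a tumor may still have had up to 3 expected counts there, and limits for genes at 0 use this number with a confidence of 95%. These limits cover counting error only. No pair of tumors was close enough to be a copy of one library, as the smallest chi-squared value per gene between any pair of replicates was 2.23.

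Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 6 groups (minimum count 10, minimum total count 15), which left 17910 human genes with 99.8% of the counts and 13922 mouse genes with 99.4%. TMM factors were computed within the human and within the mouse counts. One quasi-likelihood model over the 6 groups was fitted to each species (glmQLFit, glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A DEG had FDR <0.05 and a 1.5-fold difference of the group medians of log2 CPM (prior count 2) with the sign of the fitted fold change. DEGs that passed both cutoffs between the vehicle groups were removed. A DEG counted as shared with another treatment when it had FDR <0.05 there, concordant with the same sign and discordant with the opposite one. For treatments that share a vehicle group, the share of DEGs with the same sign was set beside 8 simulations in which counts of the second group were drawn with no effect, and the other fold changes were shrunk by 1 - 1/F of their test. For SNX631 DEGs the share of overlapping DEGs was set beside them too, at the largest unadjusted p with FDR <0.05 in the real fit. All counts were drawn with 1 spread per gene for all groups. DEGs were called anew in each simulation, and were more than 1.5 times the real ones for the combination against LT everolimus (1261 against 791 in tumor cells and 806 against 261 in the stroma) and for tumor genes lowered by SNX631 (74.4 against 41). This shrinkage was added after a first simulation without it, in which the simulated DEGs were more in every comparison and the simulated shares by sign were 63.6% to 74.4%. The difference between the LT and ST responses to everolimus was tested as a contrast in the same model.

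Lists of genes for 10 human and 16 mouse sets were written by hand. The lists tested in both species were TNFA, EMT, E2F, MYC, IFN, inflammatory, apoptosis, oxidative phosphorylation and mTORC1. A human list of MHC class II genes and mouse lists of muscle, fibroblast, macrophage, endothelial, neutrophil, adipocyte and keratinocyte markers were added. Between 8 of 11 genes (MHC class II list) and all genes of a list were tested, except that the stromal apoptosis list had 51 tested for 50 listed. Lists share genes, up to 12 of 23 in the stromal fibroblast list. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and adjusted over all lists and the 7 comparisons of one species. For the cell types, the mean log2 CPM over markers was computed per tumor and compared by two-sided exact permutation tests in Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

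The genes named in the text were every gene that the paper names in its RNA-Seq results, CDK8, CDK19 and CCNC, and for each DEG list of the paper the 2 DEGs with the largest increase and the 2 with the largest decrease of medians among those with a mean of at least 2 CPM over the groups compared. One gene chosen by this rule is not reported here. AKR1B10, S100A7, Ccl21a and Myh4 have near-identical copies between which counts may have been split, and their values are uncertain.

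Alternatives to the fit were DESeq2 1.42.0 with its own size factors, its size factors within edgeR, no expression filter, the fitted fold change in place of that of the medians, a prior count of 0.5, no vehicle filter or one on the FDR alone, only the groups compared in each fit, the replicate number as a block, and the muscle score as a covariate. For lists, fry, camera with an estimated correlation and fgsea 1.28.0 were tried, and for scores the median over markers, the summed share of counts, DESeq2 size factors and the removal of muscle genes. Lists, comparisons, the rule for named genes and these alternatives were set before the data were examined. Voom with group weights, counts thinned to equal depth, and DESeq2 or equal depth with only the groups compared were added after the values were seen.

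The fits were tested on simulated data with 200 genes changed 2-fold, at the depth of the real tumors and with 1 spread per gene for all groups. The real spread differed between groups. In human genes the median SD of log2 CPM was 0.104 in ST and 0.242 in LT everolimus tumors. The rates below do not cover this difference. Of the changed genes that could be tested, edgeR recovered 160 of 198 (80.8%) for ST and 162 of 199 (81.4%) for LT everolimus among human genes, and 170 of 197 (86.3%) and 158 of 197 (80.2%) among mouse genes. Between 3.07% and 4.76% of its calls were false. DESeq2 recovered between 81.7% and 88.8%, with up to 8.38% false calls. In a simulation with 1 raised list per species, camera called that list in both, and called 2 further lists of the human and 1 of the mouse genes.

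The hallmark gene sets and the CIBERSORTx signature were not used here. Genes of Dataset S7 of the paper were not compared with the stromal DEGs of LT everolimus.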

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

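Tests of the spread of single tumors, of study, of shared stromal cells, of skin and of mouse reads, and those of depth for single stromal genes and for lists other than TNFA, EMT, E2F and MYC, were chosen only after the result was seen.

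In 17 of 137 groups of tumors, 1 tumor lay far from the others of its group, where 6.9 are given by chance. Among the stromal scores (mean log2 CPM), these were the endothelial score of LT everolimus tumor 3 (6.05, others 6.51 to 6.97), the fibroblast score of combination tumor 4 (10.5, others 10.1 to 10.2), the muscle score of ST everolimus tumor 4 (2.6, others 6.39 to 7.18) and the neutrophil score of ST vehicle tumor 1 (3.95, others 2.86 to 3.28). Among tumor genes (CPM), these were AKR1B10 in ST everolimus tumor 1 (9.19, others 2.3 to 3.46), S100A7 in ST vehicle tumor 1 (213, others 14.4 to 42.3), IFI27 in LT vehicle tumor 7 (1.64, others 54.2 to 200), SPHKAP in LT everolimus tumor 2 (0, others 3.83 to 50.4) and PMAIP1 in combination tumor 2 (31.6, others 12.5 to 15.9). Among stromal genes they were Ccl21a in LT vehicle tumor 3 (2.63, others 0), Retnla in ST vehicle tumor 2 (7.9, others 0.287 to 1.61), Cxcl3 in LT vehicle tumor 2 (10.4, others 0 to 0.873), Upk3a in combination tumor 6 (0, others 4.52 to 29.9), Ankrd2 in combination tumor 1 (1.05, others 7.77 to 29.7), Aldh1a2 in LT everolimus tumor 8 (2.88, others 30.5 to 161), and Acaca in LT vehicle tumor 3 (136, others 29.2 to 59.8) and LT everolimus tumor 8 (121, others 46.0 to 61.7). The 17 values came from 14 tumors. In 4 of the 17 the tumor had the fewest counts of its group, against 2.0 by chance, too few to settle whether low depth of the library is a source. Variation between single tumors, such as the amount of muscle or skin at the site, stays open, and no biological explanation was tested.

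The responses to everolimus differed between LT and ST tumors in 11 human and 15 mouse genes with FDR <0.05, by a test of the difference itself. The numbers depended on the fit, with 93 human and 152 mouse genes with DESeq2 and 0 of each without an expression filter. In each species 1 of the 25 splits of the tumors, the real one, gave as many genes, where the splits mixed tumors of both studies. Mixing adds the study difference to the spread within the drawn groups and so lowers their numbers. These splits therefore cannot show that the real numbers exceed chance. At equal depth the number was 7 for mouse genes, which argues against depth as the whole source of these, but 1 for human genes. Thinning the counts also lowers the power of the test. The fall to 1 therefore cannot tell whether depth was a source of the 11, and depth stays open. The human genes include TMSB4X and its pseudogene TMSB4XP6, named after their values were seen, between which reads may be shared. Study and treatment time cannot be told apart for these genes, because each study has its own vehicle group and its own time, and the vehicle groups themselves differed in 559 human genes. A change of the response with time stays open as a biological explanation.

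Among the lists of tumor genes, the LT response was below the ST response for TNFA (FDR 4.65e-06), EMT (FDR 0.0321), E2F (FDR 0.000356), MYC (FDR 3.69e-05), apoptosis (FDR 0.0213), inflammatory (FDR 0.00361) and oxidative phosphorylation (FDR 0.000697), and above it for MHC class II (FDR 0.023). In the stroma it was above the ST response for TNFA (FDR 2.55e-10), muscle (FDR 2.78e-11), endothelial (FDR 0.000143), neutrophil (FDR 0.000722) and oxidative phosphorylation (FDR 0.00428), and below it for fibroblast (FDR 1.08e-10), IFN (FDR 0.000196), EMT (FDR 0.00839) and macrophage (FDR 0.01). Depth is argued against for the first 4 lists, whose largest FDR at equal depth was 0.0412, for the 3 tumor lists that follow (largest FDR 0.0364), for stromal TNFA (5.53e-10) and for the other 8 stromal lists (largest FDR 0.0392). For MHC class II depth stays open, since the FDR at equal depth was 0.239 and thinning also lowers the power of the test. Under fry, stromal TNFA (FDR 0.0309) and fibroblast (FDR 0.0186) alone held FDR <0.05, and no list of either species did with an estimated correlation, so that genes of a list that vary together between tumors stay open as a source. For the muscle list, variation between single tumors is a candidate explanation, since the scores of LT everolimus and LT vehicle tumors did not differ by tumor (exact permutation p = 0.232). LT everolimus tumor 8 had a muscle score of 1.82 (others 5.07 to 8.95), which lowered this difference. The study difference stays open for all of these lists, and so does a biological change with time, which was not tested separately.

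The paper's text does not report on human MHC class II genes (8 of the 11 listed were tested), and the SI Appendix was not used here. These genes were higher than in LT vehicle tumors by a mean log2 CPM of 1.98 with SNX631 (exact permutation p = 0.0028, adjusted over 5 tests 0.00467, 8 of 8 tumors), 1.43 with LT everolimus (exact permutation p = 0.0169, adjusted 0.0169, 9 of 10) and 3.16 with the combination (exact permutation p = 8.23e-05, adjusted 0.000411, 9 of 9). A few tumors as the source is argued against by the first of these p-values, and without the highest tumor of each group the exact permutation p-values were 0.00559, 0.0304 and 0.000155, with differences of 1.62 for SNX631 and 3.02 for the combination. ST everolimus gave 0.75 (exact permutation p = 0.000932, adjusted 0.00233, 8 of 8). The combination was above LT everolimus by 1.74 (exact permutation p = 0.0148, adjusted 0.0169, 8 of 9). Mouse reads counted on human genes would follow mouse class II counts. The median human counts per 100 mouse counts were 4.75 and 2.99 in ST vehicle and everolimus and 7.62, 22.5, 9.45 and 39.6 in LT vehicle, SNX631, LT everolimus and combination tumors. After the mouse counts times the lowest ratio of the study were taken off, as the most that such reads can give, SNX631 (log2 difference 2.64, exact permutation p = 0.000311, 8 of 8 tumors) and the combination (4.07, exact permutation p = 8.23e-05, 9 of 9) stayed above LT vehicle, which argues against these reads as the whole source there. The combination also stayed above LT everolimus (2.57, exact permutation p = 0.00883, 8 of 9). Without the LT everolimus tumor that was left with 0, the combination was higher by 1.91 (exact permutation p = 0.0168). These reads stay open for LT everolimus (1.51, exact permutation p = 0.157, 7 of 10) and ST everolimus (-0.34, exact permutation p = 1, 6 of 8). In each of these groups 1 tumor set the lowest ratio and was left with 0, and without it the differences were 2.16 (exact permutation p = 0.00477) for LT and 0.43 (exact permutation p = 0.124) for ST everolimus, so that the LT result rests on that tumor. An effect of SNX631 and the combination on tumor cells is a hypothesis that remains, found and tested on the same tumors. Treated LT tumors were taken later than LT vehicle tumors, and this time was not separated from the treatment, but combination and LT everolimus tumors were taken at the same time.

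Mouse neutrophil markers (9 of the 12 listed were tested) are not reported on in the paper's text either. They were higher than in the vehicle tumors of the same study by a mean log2 CPM of 0.58 with ST everolimus (exact permutation p = 0.00777, adjusted over 15 tests 0.0291, 8 of 8 tumors), 1.49 with LT everolimus (exact permutation p = 0.000594, adjusted 0.00297, 10 of 10), 2.14 with the combination (exact permutation p = 8.23e-05, adjusted 0.00117, 9 of 9) and 1.37 with SNX631 (exact permutation p = 0.000155, adjusted 0.00117, 8 of 8). The combination was above LT everolimus by 0.65, which did not pass (exact permutation p = 0.065, adjusted 0.122, 7 of 9). The ST difference had an adjusted p of 0.151 with the median over markers. A lower share of the other stromal cells would raise the cell types that did not fall. The endothelial score of the combination changed by -0.31, but endothelial cells may be among those that fell. This score cannot decide the question, and a lower share of other cells stays open. Skin in the sample is argued against for LT everolimus, where the keratinocyte score changed by -0.09. It is also argued against for SNX631 and the combination, where 5 of 8 and 5 of 9 tumors had keratinocyte scores no higher than the highest of LT vehicle, and their neutrophil scores were still above LT vehicle by 1.46 and 2.18 (exact permutation p = 0.00155 for each). More neutrophils, or higher expression of these genes in other cells, may explain the rise, and the later time of the treated LT tumors was not separated from the drugs.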

How the results depend on the processing

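Each of 14 numbers of genes, 21 shares, 56 gene changes, 68 list tests and 30 score tests was computed again under the alternatives that apply to it. A number of genes counts as moved when it differs by more than 1.5 times, a share when it leaves the 95% binomial interval of the first value, and a test when its call or sign changes. Below, the addition stands for the combination against LT everolimus and the addition DEGs for the DEGs between them. Restored addition DEGs had the same direction with ST everolimus and the combination and no LT everolimus effect, and combination-only addition DEGs had a combination effect and neither everolimus effect. Voom with group weights, equal depth, and equal depth or DESeq2 with only the groups compared were chosen after the values were seen. The cause of a change was not tested, except where stated.

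DESeq2 size factors in edgeR, a prior count of 0.5, no vehicle filter and a vehicle filter on the FDR alone changed no number, share or call they were applied to. DESeq2 size factors, the removal of muscle genes and the removal of the 10 most abundant genes of each species changed no score or mouse share. The alternative without mitochondrial genes had no effect by construction, since the tables hold no such genes. With the fitted fold change in place of that of the medians, the share of SNX631 DEGs that were upregulated in the stroma was 69.1%, and the other numbers and shares were within their limits. Some named genes did not pass the expression filter at equal depth or with fewer groups, and have no value there.

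Among the alternatives set in advance, only the groups compared in each fit moved the most numbers of genes (9 of 14) and shares (17 of 21). By construction, each fit then estimates the spread from its own groups alone. With 2 groups in the fit, tumor DEGs numbered 1164 for ST everolimus, 349 for LT everolimus, 855 for the combination, 74 for SNX631 and 323 for the addition, and the LT minus ST response had FDR <0.05 for 24 tumor genes. With 2 groups in the fit, shares in tumor cells were 81.1% for SNX631 DEGs that were upregulated, 70.0% for SNX631-up DEGs also up with everolimus, 13.0% for ST DEGs concordant in LT, 28.4% for ST DEGs concordant in the combination, 59.6% for LT DEGs concordant in ST, 44.4% for LT DEGs concordant in the combination, 24.8% for restored addition DEGs, 20.1% for combination-only addition DEGs and 18.6% for combination-only addition DEGs without an SNX631 effect. CCNC turned sign with no call, to a log2 fold change of 0 with SNX631. With 2 groups in the fit, stromal DEGs numbered 303 for ST everolimus, 610 for LT everolimus and 82 for the addition. With 2 groups in the fit, shares in the stroma were 35.6% for ST DEGs concordant in LT, 47.2% for ST DEGs concordant in the combination, 27.1% for LT DEGs concordant in ST, 60.2% for LT DEGs concordant in the combination, 41.5% for addition DEGs discordant in LT, 4.88% for restored addition DEGs, 31.7% for combination-only addition DEGs and 23.2% for combination-only addition DEGs without an SNX631 effect. Of 51 gene changes, 8 lost FDR <0.05.

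With DESeq2, the LT minus ST response had FDR <0.05 for 93 tumor genes. With DESeq2, shares in tumor cells were 23.1% for LT DEGs concordant in ST and 23.2% for combination-only addition DEGs without an SNX631 effect. With DESeq2, the LT minus ST response had FDR <0.05 for 152 stromal genes. With DESeq2, shares in the stroma were 58.5% for SNX631 DEGs that were upregulated, 61.9% for ST DEGs concordant in LT and 16.7% for LT DEGs concordant in ST. Of 56 gene changes, 1 lost FDR <0.05.

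By construction, more genes are tested without an expression filter, and the adjustment is harder. Without the filter, the LT minus ST response had FDR <0.05 for 0 tumor genes (3331 at an unadjusted p under 0.05). Without the filter, shares in tumor cells were 28.2% for SNX631-up DEGs also up with everolimus, 29.4% for ST DEGs concordant in LT, 14.7% for LT DEGs concordant in ST, 46.0% for LT DEGs concordant in the combination, 15.4% for addition DEGs discordant in LT, 5.75% for restored addition DEGs and 31.7% for combination-only addition DEGs without an SNX631 effect. Without the filter, tumor lists that gained FDR <0.05 had FDR values of 0.0268 for the TNFA list with LT everolimus and 0.0323 for the IFN list with SNX631. Without the filter, tumor lists turned sign with no call, at FDR values of 0.95 for the oxidative phosphorylation list with the addition and 0.687 for the mTORC1 list with SNX631. Without the filter, the LT minus ST response had FDR <0.05 for 0 stromal genes (2638 at an unadjusted p under 0.05). Without the filter, shares in the stroma were 22.1% for SNX631-up DEGs also up with everolimus, 8.17% for LT DEGs concordant in ST and 44% for LT DEGs concordant in the combination. Without the filter, stromal lists that gained FDR <0.05 had FDR values of 0.0234 for the oxidative phosphorylation list with LT everolimus. Of 56 gene changes, 4 lost FDR <0.05.

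Tumors with the same replicate number did not vary together. The median correlation of their deviations from the group means was 0.009 in tumor cells and -0.007 in the stroma over 116 pairs, with minima of -0.439 and -0.594, against -0.006 and 0 for 923 other pairs. The numbers therefore do not pair the tumors. With the replicate block, shares in tumor cells were 29.2% for ST DEGs concordant in LT, 34.4% for combination-only addition DEGs and 23.1% for combination-only addition DEGs without an SNX631 effect. With the replicate block, tumor lists that lost FDR <0.05 had FDR values of 0.253 for the EMT list with LT everolimus, 0.142 for the oxidative phosphorylation list with the LT minus ST response and 0.0731 for the MHC class II list with the LT minus ST response. With the replicate block, tumor lists turned sign with no call, at FDR values of 0.63 for the oxidative phosphorylation list with the addition. CCNC turned sign with no call, to a log2 fold change of 0 with SNX631. With the replicate block, the LT minus ST response had FDR <0.05 for 4 stromal genes. With the replicate block, stromal lists that gained FDR <0.05 had FDR values of 0.00898 for the oxidative phosphorylation list with LT everolimus. With the replicate block, stromal lists turned sign with no call, at FDR values of 0.49 for the muscle list with ST everolimus and 0.661 for the mTORC1 list with LT everolimus. Of 56 gene changes, 1 lost FDR <0.05.

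With the muscle score as covariate, shares in the stroma were 62.8% for ST DEGs concordant in LT, 15.6% for LT DEGs concordant in ST, 60.6% for LT DEGs concordant in the combination, 39.8% for addition DEGs discordant in LT, 32.2% for combination-only addition DEGs and 25.0% for combination-only addition DEGs without an SNX631 effect. Per3 turned sign with no call, to a log2 fold change of -0.05 with the combination.

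With voom, tumor DEGs numbered 1133 for ST everolimus, 343 for LT everolimus, 69 for SNX631 and 423 for the addition, and the LT minus ST response had FDR <0.05 for 116 tumor genes. With voom, shares in tumor cells were 66.7% for SNX631-up DEGs also up with everolimus, 12.4% for ST DEGs concordant in LT, 34.8% for ST DEGs concordant in the combination, 57.7% for LT DEGs concordant in ST, 54.2% for LT DEGs concordant in the combination, 12.8% for addition DEGs discordant in LT, 29.1% for restored addition DEGs, 23.2% for combination-only addition DEGs and 21.8% for combination-only addition DEGs without an SNX631 effect. CCNC turned sign with no call, to a log2 fold change of 0.01 with SNX631. With voom, stromal DEGs numbered 312 for ST everolimus and 243 for SNX631. With voom, shares in the stroma were 75.7% for SNX631 DEGs that were upregulated, 18.5% for SNX631-up DEGs also up with everolimus, 37.3% for SNX631-down DEGs also down with everolimus, 40.7% for ST DEGs concordant in LT, 52.9% for ST DEGs concordant in the combination, 30.5% for LT DEGs concordant in ST, 59.9% for LT DEGs concordant in the combination, 33.9% for addition DEGs discordant in LT, 3.39% for restored addition DEGs, 39.0% for combination-only addition DEGs and 28.2% for combination-only addition DEGs without an SNX631 effect. Aldh1a2 turned sign with no call, to a log2 fold change of 0.01 with the combination. Of 56 gene changes, 16 lost FDR <0.05.

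At equal depth, the LT minus ST response had FDR <0.05 for 1 tumor gene. At equal depth, the tumor share was 64.9% for ST DEGs concordant in the combination. At equal depth, stromal DEGs numbered 77 for ST everolimus, 545 for the combination, 275 for SNX631 and 143 for the addition, and the LT minus ST response had FDR <0.05 for 7 stromal genes, and the vehicle groups differed in 88 stromal genes. At equal depth, shares in the stroma were 7.28% for LT DEGs concordant in ST and 58.7% for addition DEGs discordant in LT. Aldh1a2 turned sign with no call, to a log2 fold change of 0.03 with the combination. Of 54 gene changes, 3 lost FDR <0.05.

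At equal depth with 2 groups in the fit, tumor DEGs numbered 834 for ST everolimus, 309 for LT everolimus, 787 for the combination, 75 for SNX631 and 279 for the addition, and the LT minus ST response had FDR <0.05 for 5 tumor genes. At equal depth with 2 groups in the fit, shares in tumor cells were 69.2% for SNX631-up DEGs also up with everolimus, 15.8% for ST DEGs concordant in LT, 33.6% for ST DEGs concordant in the combination, 57.6% for LT DEGs concordant in ST, 44.7% for LT DEGs concordant in the combination, 17.9% for addition DEGs discordant in LT, 24.7% for restored addition DEGs, 22.6% for combination-only addition DEGs and 20.4% for combination-only addition DEGs without an SNX631 effect. At equal depth with 2 groups in the fit, stromal DEGs numbered 481 for LT everolimus, 505 for the combination, 228 for SNX631 and 45 for the addition, and the LT minus ST response had FDR <0.05 for 5 stromal genes, and the vehicle groups differed in 100 stromal genes. At equal depth with 2 groups in the fit, shares in the stroma were 58.3% for SNX631 DEGs that were upregulated, 42.0% for ST DEGs concordant in LT, 48.9% for ST DEGs concordant in the combination, 59.9% for LT DEGs concordant in the combination, 2.22% for restored addition DEGs, 33.3% for combination-only addition DEGs and 22.2% for combination-only addition DEGs without an SNX631 effect. Aldh1a2 turned sign with no call, to a log2 fold change of 0.03 with the combination. Of 47 gene changes, 8 lost FDR <0.05.

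With DESeq2 on 2 groups, tumor DEGs numbered 1144 for ST everolimus, and the LT minus ST response had FDR <0.05 for 235 tumor genes. With DESeq2 on 2 groups, shares in tumor cells were 58.1% for SNX631-up DEGs also up with everolimus, 20.5% for ST DEGs concordant in LT, 36.4% for ST DEGs concordant in the combination, 58.8% for LT DEGs concordant in ST, 45.1% for LT DEGs concordant in the combination, 22.5% for restored addition DEGs, 20.9% for combination-only addition DEGs and 15.0% for combination-only addition DEGs without an SNX631 effect. With DESeq2 on 2 groups, stromal DEGs numbered 319 for ST everolimus, and the LT minus ST response had FDR <0.05 for 161 stromal genes, and the vehicle groups differed in 519 stromal genes. With DESeq2 on 2 groups, shares in the stroma were 59.4% for SNX631 DEGs that were upregulated, 13.2% for SNX631-down DEGs also down with everolimus, 47.0% for ST DEGs concordant in LT, 30.2% for LT DEGs concordant in ST, 56.9% for LT DEGs concordant in the combination, 39.1% for addition DEGs discordant in LT and 6.32% for restored addition DEGs. Of 56 gene changes, 5 lost FDR <0.05 and 1 gained it.

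With fry, tumor lists that lost FDR <0.05 had FDR values of 0.0677 for the TNFA list with the LT minus ST response, 0.165 for the EMT list with LT everolimus, 0.437 for the EMT list with the LT minus ST response, 0.175 for the E2F list with the LT minus ST response, 0.168 for the MYC list with LT everolimus, 0.236 for the MYC list with the LT minus ST response, 0.168 for the IFN list with ST everolimus, 0.12 for the IFN list with the combination, 0.474 for the oxidative phosphorylation list with ST everolimus, 0.0755 for the oxidative phosphorylation list with LT everolimus, 0.404 for the oxidative phosphorylation list with SNX631, 0.215 for the mTORC1 list with LT everolimus, 0.0864 for the apoptosis list with the LT minus ST response, 0.501 for the oxidative phosphorylation list with the LT minus ST response, 0.112 for the inflammatory list with the LT minus ST response and 0.359 for the MHC class II list with the LT minus ST response. With fry, stromal lists that lost FDR <0.05 had FDR values of 0.0708 for the TNFA list with ST everolimus, 0.127 for the muscle list with LT everolimus, 0.355 for the muscle list with the addition, 0.26 for the muscle list with the LT minus ST response, 0.11 for the mTORC1 list with SNX631, 0.191 for the endothelial list with the LT minus ST response, 0.362 for the IFN list with the LT minus ST response, 0.107 for the neutrophil list with the LT minus ST response, 0.543 for the oxidative phosphorylation list with the LT minus ST response, 0.324 for the EMT list with the LT minus ST response, 0.355 for the macrophage list with the LT minus ST response, 0.149 for the adipocyte list with the combination, 0.0672 for the adipocyte list with the addition, 0.137 for the keratinocyte list with SNX631 and 0.201 for the keratinocyte list with the addition.

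With an estimated correlation, tumor lists that lost FDR <0.05 had FDR values of 0.113 for the TNFA list with ST everolimus, 0.178 for the TNFA list with the addition, 0.235 for the TNFA list with the LT minus ST response, 0.268 for the EMT list with ST everolimus, 0.639 for the EMT list with LT everolimus, 0.639 for the EMT list with the LT minus ST response, 0.268 for the E2F list with LT everolimus, 0.467 for the E2F list with the LT minus ST response, 0.639 for the MYC list with LT everolimus, 0.548 for the MYC list with the LT minus ST response, 0.57 for the IFN list with ST everolimus, 0.415 for the IFN list with LT everolimus, 0.639 for the IFN list with the combination, 0.123 for the IFN list with the addition, 0.113 for the inflammatory list with the combination, 0.179 for the inflammatory list with SNX631, 0.0811 for the inflammatory list with the addition, 0.725 for the oxidative phosphorylation list with ST everolimus, 0.513 for the oxidative phosphorylation list with LT everolimus, 0.639 for the oxidative phosphorylation list with SNX631, 0.639 for the mTORC1 list with LT everolimus, 0.268 for the apoptosis list with the LT minus ST response, 0.667 for the oxidative phosphorylation list with the LT minus ST response, 0.286 for the inflammatory list with the LT minus ST response, 0.639 for the MHC class II list with the LT minus ST response, 0.204 for the TNFA list with SNX631, 0.113 for the EMT list with SNX631 and 0.272 for the EMT list with the addition. With an estimated correlation, stromal lists that lost FDR <0.05 had FDR values of 0.472 for the TNFA list with ST everolimus, 0.0868 for the TNFA list with LT everolimus, 0.219 for the TNFA list with the LT minus ST response, 0.664 for the muscle list with LT everolimus, 0.688 for the muscle list with the addition, 0.542 for the muscle list with the LT minus ST response, 0.547 for the mTORC1 list with SNX631, 0.402 for the E2F list with LT everolimus, 0.349 for the EMT list with LT everolimus, 0.358 for the IFN list with LT everolimus, 0.19 for the fibroblast list with the LT minus ST response, 0.539 for the endothelial list with the LT minus ST response, 0.688 for the IFN list with the LT minus ST response, 0.362 for the neutrophil list with the LT minus ST response, 0.763 for the oxidative phosphorylation list with the LT minus ST response, 0.687 for the EMT list with the LT minus ST response, 0.688 for the macrophage list with the LT minus ST response, 0.223 for the keratinocyte list with LT against ST vehicle, 0.688 for the adipocyte list with the combination, 0.472 for the adipocyte list with the addition, 0.649 for the keratinocyte list with SNX631 and 0.688 for the keratinocyte list with the addition.

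With fgsea, tumor lists that gained FDR <0.05 had FDR values of 0.0179 for the TNFA list with LT everolimus and 0.0274 for the MYC list with ST everolimus. With fgsea, tumor lists turned sign with no call, at FDR values of 0.707 for the apoptosis list with the combination. With fgsea, stromal lists that lost FDR <0.05 had FDR values of 0.117 for the adipocyte list with the combination. With fgsea, stromal lists that gained FDR <0.05 had FDR values of 0.0487 for the oxidative phosphorylation list with LT everolimus. With fgsea, stromal lists turned sign with no call, at FDR values of 0.171 for the muscle list with ST everolimus and 0.662 for the mTORC1 list with LT everolimus.

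With the median over markers, an adjusted p rose to 0.151 for the neutrophil score with ST everolimus. With the median over markers, signs turned with no call, at adjusted p-values of 0.973 for the macrophage score with the combination and 0.973 for the fibroblast score with ST everolimus.

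With the summed share of counts, adjusted p-values fell to 0.031 for the fibroblast score with the combination and 0.031 for the muscle score with SNX631. With the summed share of counts, signs turned with no call, at adjusted p-values of 0.502 for the muscle score with ST everolimus.

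Depth limits the number of genes for which a difference between the LT and ST responses can be called. At equal depth 16774 tumor and 11407 stromal genes could be tested, against 17910 and 13922, and the responses differed in 1 tumor gene in place of 11 (1649 against 1839 at an unadjusted p under 0.05). LT everolimus had more DEGs than ST everolimus at equal depth with all groups in the fit, as without thinning, with 627 and 342 in tumor cells and 714 and 77 in the stroma.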

Differences from the paper's values

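A gap counts as closed where the values lie within 1.5 times of each other, and the alternatives called set in advance are those set before the data were examined. SNX631 alone changed 304 tumor DEGs, against the paper's 200. The gap closed with no expression filter (213), a vehicle filter on the FDR alone (300) and a replicate block (275), and the other alternatives set in advance gave 74 to 400, while equal depth (260) and DESeq2 with only the groups compared (250), chosen after seeing the values, closed it as well. Of the tumor DEGs upregulated by SNX631, 36.9% were also upregulated by ST or LT everolimus, against the paper's 61%. Set in advance, only the groups compared (70.0%) closed it, and the other alternatives set in advance gave 28.2% to 40.1%, while voom (66.7%), equal depth with only the groups compared (69.2%) and DESeq2 with only the groups compared (58.1%), chosen after seeing the values, closed it as well. LT everolimus changed 732 tumor DEGs, against the paper's 385. This gap closed with only the groups compared (349), and the other alternatives set in advance gave 635 to 795, while voom (343), equal depth with only the groups compared (309) and DESeq2 with only the groups compared (536), chosen after seeing the values, closed it as well. The share of LT everolimus tumor DEGs concordant in ST was 18.4%, against the paper's 63%. The gap closed with only the groups compared (59.6%), and the other alternatives set in advance gave 14.7% to 23.1%, while voom (57.7%), equal depth with only the groups compared (57.6%) and DESeq2 with only the groups compared (58.8%), chosen after seeing the values, closed it as well. Conversely, 36.4% of ST everolimus tumor DEGs were concordant in LT, against the paper's 24%. Set in advance, no expression filter (29.4%), a vehicle filter on the FDR alone (35.9%) and a replicate block (29.2%) closed it, and the other alternatives set in advance gave 13.0% to 37.7%, while DESeq2 with only the groups compared (20.5%), chosen after seeing the values, closed it as well. The combination kept 365 LT everolimus tumor DEGs concordant, against the paper's 162. This gap closed with only the groups compared (155), and the other alternatives set in advance gave 292 to 403, while voom (186), equal depth with only the groups compared (138) and DESeq2 with only the groups compared (242), chosen after seeing the values, closed it as well.

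Between the combination and LT everolimus there were 791 tumor DEGs, against the paper's 323. The gap closed with only the groups compared (323), and the other alternatives set in advance gave 783 to 880, while voom (423) and equal depth with only the groups compared (279), chosen after seeing the values, closed it as well. Of these, 175 were discordant in LT everolimus, which was set beside the paper's 107 in its first category. Set in advance, no expression filter (126) closed it, and the other alternatives set in advance gave 67 to 213, while equal depth (149) and DESeq2 with only the groups compared (129), chosen after seeing the values, closed it as well. In the second category, 70 tumor DEGs were counted, against the paper's 111. This gap closed with DESeq2 (83), no vehicle filter (79), only the groups compared (80) and a replicate block (76), and the other alternatives set in advance gave 47 to 71, while voom (123) and DESeq2 with only the groups compared (128), chosen after seeing the values, closed it as well. For the third category the number was 308, against the paper's 89. The gap closed with only the groups compared (65), and the other alternatives set in advance gave 280 to 340, while voom (98), equal depth with only the groups compared (63) and DESeq2 with only the groups compared (119), chosen after seeing the values, closed it as well. Without an effect of any single drug, 219 tumor DEGs remained in that category, against the paper's 63. Set in advance, only the groups compared (60) closed it, and the other alternatives set in advance gave 188 to 259, while voom (92), equal depth with only the groups compared (57) and DESeq2 with only the groups compared (85), chosen after seeing the values, closed it as well.

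ST everolimus changed 158 stromal DEGs, against the paper's 320. This gap closed with DESeq2 (223) and only the groups compared (303), and the other alternatives set in advance gave 108 to 180, while voom (312) and DESeq2 with only the groups compared (319), chosen after seeing the values, closed it as well. Concordant in the combination were 98 of them, against the paper's 170. The gap closed with DESeq2 (137), only the groups compared (143) and the muscle score as covariate (117), and the other alternatives set in advance gave 65 to 103, while voom (165) and DESeq2 with only the groups compared (176), chosen after seeing the values, closed it as well. Stromal DEGs between the combination and LT everolimus numbered 261, against the paper's 121. Set in advance, no expression filter (180) and only the groups compared (82) closed it, and the other alternatives set in advance gave 227 to 312, while voom (177), equal depth (143) and DESeq2 with only the groups compared (174), chosen after seeing the values, closed it as well. Among those, 134 were discordant in LT everolimus, set beside the paper's 62 for its category of DEGs affected by LT everolimus and not by the combination. This gap closed with no expression filter (91), and the other alternatives set in advance gave 34 to 160, while voom (60), equal depth (84) and DESeq2 with only the groups compared (68), chosen after seeing the values, closed it as well. With a shared effect of ST everolimus and the combination and none of LT everolimus, 1 stromal DEG was counted, against the paper's 11. No alternative set in advance closed the gap, and these gave 1 to 5, while DESeq2 with only the groups compared (11), chosen after seeing the values, reached the paper's value. Stromal DEGs changed by the combination and by no single drug numbered 43, against the paper's 28. Set in advance, no expression filter (29), the fitted fold change (40), a vehicle filter on the FDR alone (42), only the groups compared (19) and a replicate block (38) closed it, and the other alternatives set in advance gave 43 to 66, while DESeq2 with only the groups compared (25), chosen after seeing the values, closed it as well.

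The paper finds more tumor DEGs for everolimus in the ST than in the LT study, and a larger share of LT DEGs concordant in ST than of ST DEGs concordant in LT. Here both orders were the opposite in the fit over all tumors, with 461 and 732 DEGs and shares of 18.4% and 36.4%. They were the paper's with only the groups compared, and, chosen after seeing the values, with voom, equal depth with only the groups compared and DESeq2 with only the groups compared. The paper also finds more ST everolimus DEGs of the stroma concordant in the combination than in LT everolimus alone. Here the shares were 62.0% and 71.5%, and the paper's order appeared with only the groups compared (47.2% and 35.6%) and with the muscle score as covariate (65.0% and 62.8%). Of the fits chosen after seeing the values, voom (52.9% and 40.7%), equal depth with only the groups compared (48.9% and 42.0%) and DESeq2 with only the groups compared (55.2% and 47.0%) gave it as well. The share of DEGs changed by the combination and by neither everolimus treatment is higher in the stroma than in tumor cells in the paper, and was lower here, at 23.4% against 38.9%. It was higher in the stroma with only the groups compared (31.7% against 20.1%), and in the fits chosen after seeing the values with voom (39.0% against 23.2%), equal depth with only the groups compared (33.3% against 22.6%) and DESeq2 with only the groups compared (23.6% against 20.9%).

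For pathways, the paper reports higher apoptosis genes in ST everolimus tumors, where the list changed by 0.01 (FDR 0.504) and no list method gave FDR <0.05. It reports that adding SNX631 raised TNFA and inflammatory genes of the stroma further, where the lists changed by -0.01 (FDR 0.803) and 0.08 (FDR 0.13), again without FDR <0.05 under any list method. Oxidative phosphorylation is its most strongly lowered pathway with everolimus and SNX631. Here the IFN list had the lower median in ST (-0.42 against -0.09) and in LT tumors (-0.48 against -0.20), while by FDR oxidative phosphorylation came first in LT and SNX631 tumors. The mTORC1 pathway is unaffected by SNX631 in the paper, and the stromal list rose by 0.09 (FDR 0.00833), a call that fry and the estimated correlation did not make.

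For stromal cells, the paper has the endothelial fraction lower with SNX631 and not with everolimus. The endothelial score was lower with ST everolimus (-0.35, exact permutation p = 0.000932, adjusted 0.00466, 8 of 8 tumors), and the decrease with SNX631 (-0.24, exact permutation p = 0.041, adjusted 0.137, 6 of 8 tumors) did not pass the adjustment under any scoring alternative. As a list of genes in camera, the endothelial markers were lower with SNX631 at an FDR of 1.79e-05. The fibroblast fraction is lower with ST everolimus in the paper, and the score changed by -0.13 (exact permutation p = 0.172, adjusted 0.343, 7 of 8 tumors), without a call under any scoring alternative. As a list the fibroblast markers had an FDR of 0.0187 in camera. The paper's increase of the myocyte fraction with LT everolimus had an exact permutation p of 0.232 for the muscle score (adjusted 0.383, 1.07 higher, 7 of 10 tumors). LT everolimus tumor 8 (1.82, others 5.07 to 8.95) lowered this difference, and the test includes it. As a list, the muscle genes were called by camera and fgsea, and not by fry or with an estimated correlation.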

Other observations

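Tests of the order of ST and LT DEGs, of the spread between tumors, of depth for this spread and of human reads on Lrp1b were chosen only after the result was seen.

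For each number of genes, 25 splits of the tumors of both groups into groups of the same sizes were fitted, the real one included, before the vehicle filter. In tumor cells, 1 of the 25 splits gave as many genes for ST everolimus (529), LT everolimus (795), the combination (1511), SNX631 (360), the combination against LT everolimus (861) and LT against ST vehicle (559). In the stroma, 1 of the 25 splits gave as many for ST everolimus (167), LT everolimus (1002), the combination (898), SNX631 (505) and LT against ST vehicle (267). For the combination against LT everolimus in the stroma, 2 of the 25 splits gave as many genes, with 273 for the real split and 351 for another, so that this number is not set apart from those of other splits.

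The order of the numbers of tumor DEGs of ST and LT everolimus turned with only the groups compared in the fit. Depth is argued against as the source of the higher ST number in those fits, as it was 834 for ST at equal depth, against 309 for LT. A difference in the spread between tumors is a candidate explanation. The ST number of 461 with one estimate of the spread for all groups cannot test it, because it is part of the turned order itself. Voom with group weights kept all tumors in the fit and let the spread differ between groups. It gave 1133 ST and 343 LT DEGs, the order that a difference in spread predicts. Voom differs from edgeR in more than the spread, so other parts of the fit are not excluded. The median SD of log2 CPM over 9101 human genes with at least 20 CPM was 0.132 in ST vehicle, 0.104 in ST everolimus, 0.208 in LT vehicle, 0.222 in SNX631, 0.242 in LT everolimus and 0.217 in combination tumors. At equal depth the ratio of LT to ST everolimus was 2.08, which argues against depth as the source of the larger spread. What made LT tumors vary more was not tested. In the stroma the median SDs over 8501 genes were 0.152, 0.156, 0.212, 0.258, 0.238 and 0.202 in the same order of groups. There the ratio of LT to ST everolimus fell from 1.53 to 1.17 at equal depth, so that depth may account for most of it. At that depth the SD of ST everolimus itself rose from 0.156 to 0.244 with counting noise, which also hides differences in spread, and depth is left open.

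Mouse Lrp1b had counts in combination tumors. Human reads counted on the mouse gene are argued against as the source, because human LRP1B had a median of 8 counts in ST everolimus tumors, all with 0 mouse counts, and of 2 counts in combination tumors.

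Adipocyte scores (10 genes) and keratinocyte scores (12 genes) did not pass adjustment over 15 tests. Adipocyte scores changed by 0.10 with ST everolimus (exact permutation p = 0.823), -0.23 with LT everolimus (exact permutation p = 0.773), 1.52 with the combination (exact permutation p = 0.077, 8 of 9 tumors higher) and -0.09 with SNX631 (exact permutation p = 0.923). The combination was above LT everolimus by 1.75 (exact permutation p = 0.0263, adjusted 0.0789, 8 of 9 tumors). Keratinocyte scores changed by 0.38 with ST everolimus (exact permutation p = 0.763), -0.09 with LT everolimus (exact permutation p = 0.757), 1.04 with the combination (exact permutation p = 0.0598) and 1.77 with SNX631 (exact permutation p = 0.195), and were higher in the combination than in LT everolimus by 1.13 (exact permutation p = 0.0397, adjusted 0.0993, 8 of 9 tumors). With camera, the adipocyte list was higher in the combination than in LT everolimus (median 1.31, FDR 3.36e-06) and in LT vehicle (0.72, FDR 0.0109), and the keratinocyte list was higher with SNX631 than with vehicle (7.35, FDR 0.00164) and in the combination than in LT everolimus (2.00, FDR 0.0055). None of these held under fry, where the FDR values were 0.0672, 0.149, 0.137 and 0.201. The mean keratinocyte scores were 5.07 ± 1.74 (SD, n = 7) in ST and 1.15 ± 0.51 (n = 8) in LT vehicle tumors. The keratinocyte list differed between them by a median of -6.34 (FDR 1.16e-10), with FDR 0.00345 under fry and 0.223 with an estimated correlation.

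In the stroma of LT everolimus tumors, the E2F list changed by a median of -0.38 (FDR 6.95e-07), the EMT list by -0.18 (FDR 1.9e-07) and the IFN list by -0.44 (FDR 3.75e-13). These held FDR <0.05 under fry and not with an estimated correlation. The apoptosis list changed by 0.05 (FDR 0.312), the MYC list by 0.02 (FDR 0.884) and the oxidative phosphorylation list by 0.10 (FDR 0.0942).

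Of the DEGs in the paper's datasets, the fit over all tumors also called 158 of the paper's 200 for SNX631, 318 of the paper's 670 for ST everolimus, 360 of the paper's 385 for LT everolimus and 303 of the paper's 323 for the combination against LT everolimus in tumor cells. For the stroma it called 286 of the paper's 384 for SNX631, 135 of the paper's 320 for ST everolimus and 104 of the paper's 121 for the combination against LT everolimus. With only the groups compared, 59, 659, 273 and 217 tumor DEGs and 248, 249 and 54 stromal DEGs of the same datasets were called.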
